# ATAD2 mediates chromatin-bound histone chaperone turnover

**DOI:** 10.7554/eLife.107582

**Published:** 2026-01-20

**Authors:** Ariadni Liakopoulou, Fayçal Boussouar, Daniel Perazza, Sophie Barral, Emeline Lambert, Tao Wang, Florent Chuffart, Ekaterina Bourova-Flin, Charlyne Gard, Denis Puthier, Sophie Rousseaux, Christophe Arnoult, André Verdel, Saadi Khochbin

**Keywords:** chromatin dynamics, Spermatogenesis, Atad2, chaperone turnover, Mouse

## Abstract

ATAD2, a conserved protein which is predominantly expressed in embryonic stem (ES) cells and spermatogenic cells, emerges as a crucial regulator of chromatin plasticity. Our previous parallel studies conducted in both ES cells and *S. pombe* highlighted the fundamental role of ATAD2 in facilitating chromatin-bound histone chaperone turnover. Focusing on mouse spermatogenesis, we demonstrate here that ATAD2 regulates the HIRA-dependent localization of H3.3 on the genome and influences H3.3-mediated gene transcription. Moreover, by modulating histone eviction and the assembly of protamines, ATAD2 ensures proper chromatin condensation and genome packaging in mature sperm. Disruption of *Atad2* function in mice leads to abnormal genome organization in mature spermatozoa. Together, these findings establish a previously overlooked level of chromatin dynamic regulation, governed by ATAD2-controlled histone chaperones binding to chromatin, which defines the balance between histone deposition and removal.

## Introduction

Spermatogenesis involves unique and dramatic chromatin remodeling and genome reorganization events that take place in preparation for a shift from the universal nucleosome-based eukaryotic genome organization into a unique nucleoprotamine-based structure (Gaucher et al., 2010; Bao and Bedford, 2016; Le Blévec et al., 2020; Okada, 2022). During the last decade, important information on the molecular basis of the nucleosome-to-nucleoprotamine transition during the postmeiotic phases of spermatogenesis became available. Several testis-specific H2A, H2B, and H3 histone variants replace the canonical histones, locally or globally, at different stages, starting early during the commitment of cells into meiotic and post-meiotic differentiation (Hoghoughi et al., 2018). Most of this nucleosome dismantling and assembly occurs in the absence of DNA replication. In other words, the replication-independent nucleosome assembly pathways, such as the well-documented HIRA-dependent H3.3 assembly, are expected to be critical in ensuring the necessary chromatin remodeling in these cells. Finally, hints to the functions of transition proteins (TPs) and their functional relationship with protamines (PRMs) were proposed based on the study of a specific late-expressing H2A variant, H2A.L.2 (Barral et al., 2017b). In the proposed model, we suggest that TPs do not directly replace histones, but rather could be loaded on open H2A.L.2-containing nucleosomes to control PRM assembly. Nucleosome-to-nucleoprotamine transition also includes a TP-dependent pre-PRM2 processing, histone displacement by PRMs and the structuration of the nucleoprotamine-based genome organization in the mature spermatozoa (Barral et al., 2017b; Rezaei-Gazik et al., 2022). In mice, two protamines, PRM1 and PRM2, replace histones. PRM2 is initially synthesized as a precursor protein, which undergoes sequential proteolytic processing at its N-terminal region during its incorporation, ultimately producing the mature, fully processed PRM2 (Arévalo et al., 2022).

Taking into account this unique dynamic of post-meiotic cells’ nucleosomes, it is expected that these cells massively express generic factors, or those predominantly expressed in spermatogenic cells that act on chromatin, including histone acetylating machineries, acetylated histone readers, and histone variants and their chaperones, all of which mediate histone and non-histone protein exchanges. More specifically, the replication-independent nature of nucleosome assembly, both in cells undergoing meiosis and in post-meiotic cells, strongly suggests the involvement of the chaperone/histone substrate couple, HIRA and H3.3.

An important part of this replication-independent histone assembly and transitions in the genome organizations occurs in the context of a massive histone H4 hyperacetylation in the haploid spermatogenic cells, spermatids, mediated by NUT-p300/CBP histone acetyltransferase complex (Shiota et al., 2018; Rousseaux et al., 2022). Hyperacetylation of histone H4, especially the double acetylation on H4K5K8 in these cells, leads to the binding of H4 by the first bromodomain of BRDT and to histone replacement (Morinière et al., 2009; Gaucher et al., 2012; Goudarzi et al., 2016; Shiota et al., 2018). Additionally, histone H4 hyperacetylation, especially at K5, could also be recognized by another bromodomain-containing factor of unknown function in spermatogenic cells, ATAD2 (Caron et al., 2010; Morozumi et al., 2016).

ATAD2 is a highly conserved bromodomain-containing factor that also harbors an AAA+ATPase domain (Boussouar et al., 2013; Cattaneo et al., 2014). Our early work showed that *Atad2* is predominantly expressed in ES cells, as well as in spermatogenic cells, and is aberrantly activated in virtually all solid cancers (Caron et al., 2010). Although ATAD2’s function in cancer prompted many investigations (Liu et al., 2022), its function in its physiological context of expression has remained largely overlooked. We reported the first investigations of ATAD2’s function in ES cells (Morozumi et al., 2016). These studies in ES cells showed that ATAD2 is recruited into acetylated transcriptionally active chromatin and is critical to keep the chromatin of ES cells highly dynamic, as illustrated by an ATAD2-dependent high rate of histone exchange (Morozumi et al., 2016). Subsequent studies conducted by our laboratory, in ES cells and in *S. pombe*, deciphered the molecular basis of this activity of ATAD2, which relies on its capacity to ensure the turnover of the chromatin-bound histone chaperone, HIRA and FACT (Wang et al., 2021). In addition to ES cells, *Atad2* is also highly expressed in male germ cells, pointing to its potential role in the regulation of HIRA-dependent H3.3 assembly in these cells, especially in post-meiotic cells. Indeed, previous published works have highlighted the important function of H3.3 assembly in meiotic and post-meiotic male genome programming (van der Heijden et al., 2007; Yuen et al., 2014; Tang et al., 2015; Fontaine et al., 2022). We therefore hypothesized that ATAD2-regulated HIRA-H3.3 activity would also be a critical player in the post-meiotic male genome reorganization, as HIRA has been shown to be essential post-fertilization (Lin et al., 2014) and during oogenesis (Nashun et al., 2015).

Using a lacZ tagged *Atad2* knockout (KO) mouse model, we could show that *Atad2*’s expression is enhanced in post-meiotic male germ cells, ensuring a proper turnover of histone H3.3, including on the sex chromosomes. More remarkably, our data demonstrate that ATAD2 controls the appropriate expression of a series of genes whose activity is known to be H3.3-dependent in post-meiotic cells. Additionally, in the absence of ATAD2, perturbed nucleosome structural organization leads to a delayed histone-to-PRM replacement, leading to a defective global final male genome compaction. Although this defect in mature spermatozoon genome compaction has minimal effect on male fertility during natural reproduction, it impacts the success rate of in vitro fertilization using spermatozoa from *Atad2* KO mice, pointing to a more fragile genome in these cells.

In summary, our work revealed a novel mechanism for the regulation of chromatin plasticity, involving the control of histone chaperone actions, particularly that of HIRA, controlling the proper male germ cell transcriptional regulation, genome compaction, and optimal male fertility.

## Results

### Atad2 is predominantly expressed in haploid male germ cells

*Atad2* is normally expressed in embryonic stem (ES) and spermatogenic cells and remains silent in the majority of adult tissues (Caron et al., 2010; Morozumi et al., 2016). Therefore, in addition to ES cells, male germ cells constitute the second cell type where the molecular basis of the physiological ATAD2 activity could be investigated.

To decipher the function of ATAD2 during spermatogenesis, we used a mouse model harboring an insertion of a *lacZ* reporter cassette between exons 11 and 12 that enables splicing and fusion of the *lacZ* transgene with exon 11 of the long and short forms of *Atad2* (Figure 1A) and production of a non-functional ATAD2-lacZ fusion protein (Figure 1B), referred to as *Atad2* KO in this study. Furthermore, we crossed these mice with transgenic mice expressing ubiquitously Cre recombinase under *CMV* promoter, in order to remove the *neo* cassette and to delete *Atad2’s* exon 12 (Figure 1B). In addition to the long somatic form of ATAD2, ATAD2L, the mouse testis encodes a short isoform with predominant expression in spermatogenic cells that we previously named ATAD2S (Caron et al., 2010). The combined LacZ fusion and *Cre recombinase-*dependent deletion of *Atad2’s* exon 12 makes both ATAD2L and ATAD2S indetectable with our homemade antibody, while, as expected, a reduced level of both ATAD2 isoforms in *Atad2* heterozygous cells can be observed (Figure 1C).

**Figure 1.**
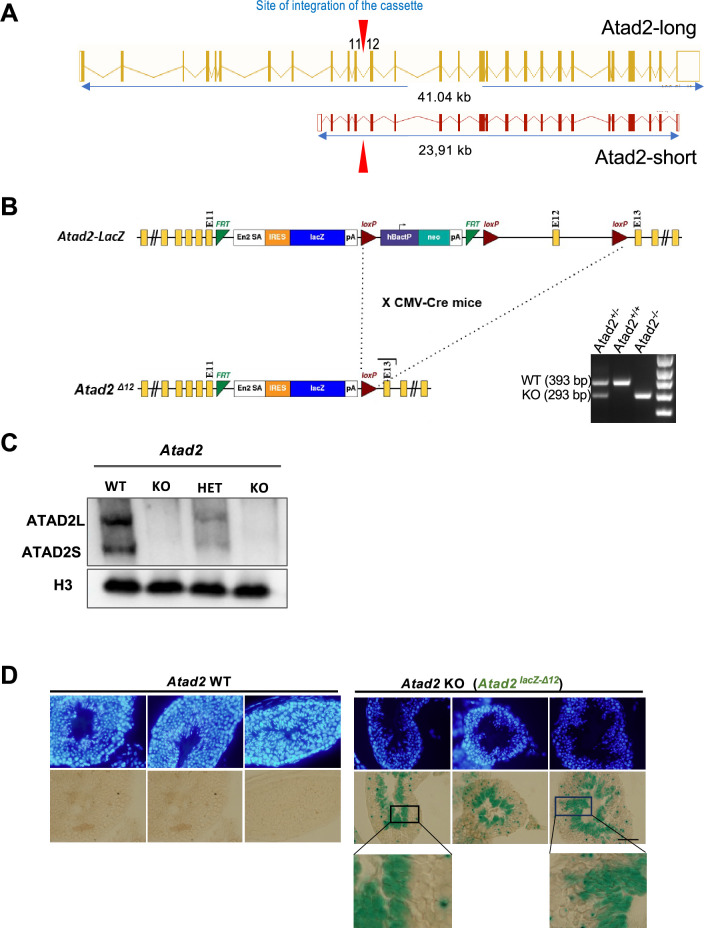
*Atad2* is highly expressed in post-meiotic male germ cells. (**A**) The exon/intron organization of *Atad2* gene and the two ATAD2-encoding transcriptional units (encoding for ATAD2-long and ATAD2-short) are indicated (Dyer et al., 2025). The red arrows indicate the position of insertion of the *Lac-Z-Lox-Neo-Lox* cassette. (**B**) Gene targeting strategy for the generation of the *Atad2* KO allele is represented. Exon number and relative position, selection gene cassettes, LoxP sites, and Frt sites are indicated. Crossing mice bearing this construct with *CMV-Cre* mice resulted in the generation of the *Atad2 Lac Z^ΔNeo-Exon12^* allele, which can be verified through PCR amplification of the genomic DNA (shown on the ethidium bromide-stained gel). The expected amplified bands for each genotype allowing the detection of both wild-type and KO alleles of *Atad2* are indicated. E=Exon. (**C**) Total protein extracts from wild-type (WT), heterozygous (HET) and *Atad2* homozygous knockout (KO) mice testes were probed with anti-ATAD2 and anti-H3 antibodies as indicated. Four different mice were used for this experiment. (**D**) Seminiferous tubule sections from wild-type and *Atad2* KO mice were stained with X-gal to visualize *lacZ* gene expression and β -galactosidase activity under the endogenous *Atad2* gene promoter. Testes from three different wild-type and *Atad2* KO mice were used to generate the represented sections. Scale bar: 200 μm. Figure 1—source data 1.PDF file containing original western blots for Figure 1C, indicating the relevant bands. Figure 1—source data 2.Original files for western blot analysis displayed in Figure 1C.

The expression of *lacZ* under the control of the *Atad2* promoter allows one to visualize *Atad2* gene activity in a stage-specific manner. X-gal staining of seminiferous tubule sections from *Atad2* KO mice showed a remarkably high expression of *Atad2* in post-meiotic spermatogenic cells (Figure 1D). It is noteworthy that, as expected, no staining was observed in the wild-type tubules.

### ATAD2 controls HIRA accumulation

In our previous work performed in both *S. pombe* and mouse ES cells, we demonstrated the crucial role for ATAD2 in HIRA-dependent histone dosage as well as in HIRA-chromatin interaction. Among other discoveries, this work showed that in the absence of ATAD2, HIRA becomes trapped on chromatin leading to its accumulation in ES cells, as well as in a variety of cancer cell lines (Wang et al., 2021). Because of this very conserved action of ATAD2 in controlling the HIRA activity, we reasoned that the ATAD2-dependent HIRA activity should be particularly active during spermatogenic cell differentiation, especially in post-meiotic cells, when ATAD2 expression is highly induced (Figure 1D). To test if the absence of ATAD2 could lead to the accumulation of HIRA, as we previously reported in other systems, we quantified HIRA in spermatogenic cells from both wild-type and *Atad2* KO mice. These investigations revealed an accumulation of HIRA protein in *Atad2* KO spermatogenic cells (Figure 2A), consistent with its increased association with chromatin (Wang et al., 2021). We have also monitored HIRA accumulation as a function of spermatogenic cell stages. Due to the strong activation of *Atad2* after meiosis in spermatids (Figure 1D), the ATAD2-dependent accumulation of HIRA was expected to mostly occur in post-meiotic cells. Accordingly, we also compared HIRA accumulation in fractionated spermatogenic cell extracts. This experiment demonstrated that, in the absence of functional ATAD2, the accumulation of HIRA primarily occurs in round spermatids (Figure 2B). This finding is consistent with the post-meiotic activation of Atad2 and its role in regulating the turnover of chromatin-bound HIRA.

**Figure 2.**
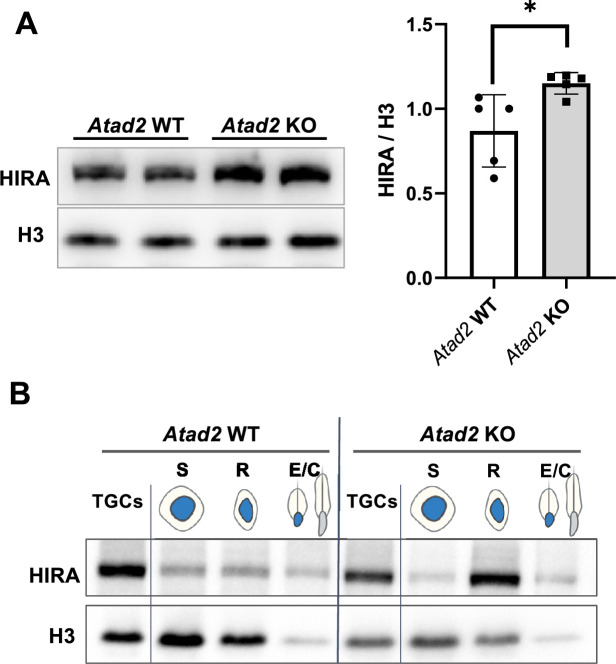
*Atad2* gene inactivation leads to the accumulation of HIRA. (**A**) Total protein extracts from the testes of five wild-type (WT) and five *Atad2* KO mice were used to detect HIRA and H3 by immunoblotting. The panel shows a representative immunoblotting after HIRA detection. The histogram in the right panel shows the quantification of HIRA immunoblotting signal normalized to H3. The mean ± standard deviation was 0.86±0.21 for wild type and 1.15±0.06 for *Atad2* KO samples. The *P* value was 0.02 for unpaired Student *t*-test. (**B**) Protein extracts from fractionated spermatogenic cells from wild-type (*Atad2* WT) and knockout (*Atad2* KO) mice (pool of testes from three individuals per genotype) were used to detect HIRA and H3 by immunoblotting. Figure 2—source data 1.PDF file containing original western blots for Figure 2A, indicating the relevant bands. Figure 2—source data 2.Original files for western blot analysis displayed in Figure 2A. Figure 2—source data 3.PDF file containing original western blots for Figure 2B, indicating the relevant bands. Figure 2—source data 4.Original files for western blot analysis displayed in Figure 2B.

### ATAD2 controls HIRA-dependent H3.3 localization

We speculated that an increased presence of HIRA on chromatin in the absence of ATAD2 should also be associated with increased amounts of deposited histones. Indeed, we have demonstrated previously in *S. pombe* that histone gene inactivation could rescue the growth arrest due to the absence of *Atad2*/*Abo1*. In parallel, we found that in ES cells, in the absence of ATAD2, an increased nucleosome assembly occurs, even on the so-called nucleosome-free region (NFR) (Wang et al., 2021).

Interestingly, visualization of H3.3, the major target of HIRA, by immunofluorescence, in *Atad2* KO round spermatids, displayed a diffuse staining with local concentration (Figure 3). H3.3 is normally concentrated on the sex chromosomes (van der Heijden et al., 2007; Fontaine et al., 2022) in the wild-type cells. Indeed, as expected and previously reported, in the wild-type round spermatids, H3.3 was mostly observed in a single domain, close to the unique chromocenter in these cells (Figure 3, left panels). In the absence of ATAD2, in agreement with an increased residence time of HIRA on chromatin in general and a reduced H3.3 turnover, an increased level of H3.3 could be observed on the sex chromosome (adjacent to the chromocenter), and more interestingly, on all over the genome (Figure 3, right panels).

**Figure 3.**
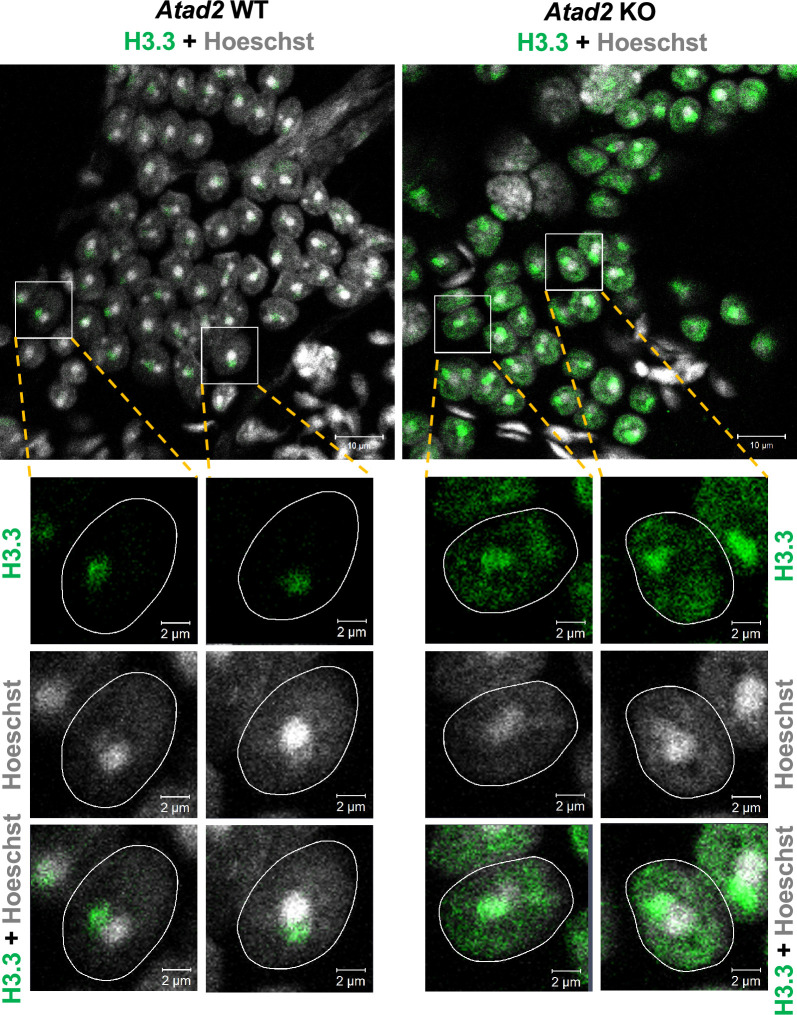
Enhanced H3.3 detection in *Atad2* KO post-meiotic cells. A specific antibody against H3.3 was used to detect H3.3 in round spermatid cells from wild-type (*Atad2* WT) and knockout (*Atad2* KO) mice. Round spermatids are recognizable by their distinctive Hoechst-bright chromocenter (upper panels). The lower panels represent a higher magnification of selected cells that are displayed at lower magnification in the upper panels. The images show H3.3 labeling and Hoechst staining alone or the merged images of these staining as indicated. The nuclear boundaries defined by Hoechst staining are outlined by white lines.

### General chromatin accessibility and transcriptional regulation by ATAD2

H3.3 is known to be dynamically incorporated on a group of active genes, especially around their transcriptional start sites (TSS) (de Dieuleveult et al., 2016). We therefore predicted that the observed increased H3.3 residence time in the absence of ATAD2 would decrease TSS regions’ accessibility, especially those of highly active genes. To verify this prediction, we purified round spermatid fractions from wild-type and *Atad2 KO* mice testes and measured the general chromatin accessibility following an ATAC-seq approach. Chromatin accessibility was then assessed around the TSS of genes, which were categorized into four groups based on the quartile of their mean expression from three independent transcriptomes of wild-type round spermatids (Figure 4A), from the top 25% most highly expressed genes (group 1) to the 25% least expressed genes (group 4). 

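The expression groups rest on RNA from round spermatids, the haploid cells that follow meiosis, which were isolated from wild-type mouse testes by cell fractionation and sequenced in 3 replicates. The authors depleted ribosomal RNA, aligned the reads to mm10 with STAR, counted with HTSeq the reads that fell within exons on the transcribed strand, and deposited these read counts without normalization for 24456 genes per library. Reads that aligned to more than 1 place were not counted, which lowers the counts of genes with near-identical copies. The counts on genes summed to 7852780 in replicate 1, 7679322 in replicate 2 and 7326572 in replicate 3. A further 34.8% to 39.3% of the counted reads were given to no gene. The counts were divided by median-of-ratios size factors estimated on these 3 libraries (1.04, 1.00 and 0.964), transformed as log2(1 + normalized count) as the paper's methods state, and averaged over the 3 replicates. The gene with the most counts, *mt-Rnr2*, took 2.48% of them. The choice that moved the largest share of genes was a restriction to protein-coding genes, under which 9.22% of 20533 genes fell in another group.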

As predicted, the absence of ATAD2 was associated with a significant decrease in TSS region accessibility of the most active genes (Figure 4B and C), supporting a role for ATAD2 in maintaining chromatin dynamics at the most highly active chromatin regions.

**Figure 4.**
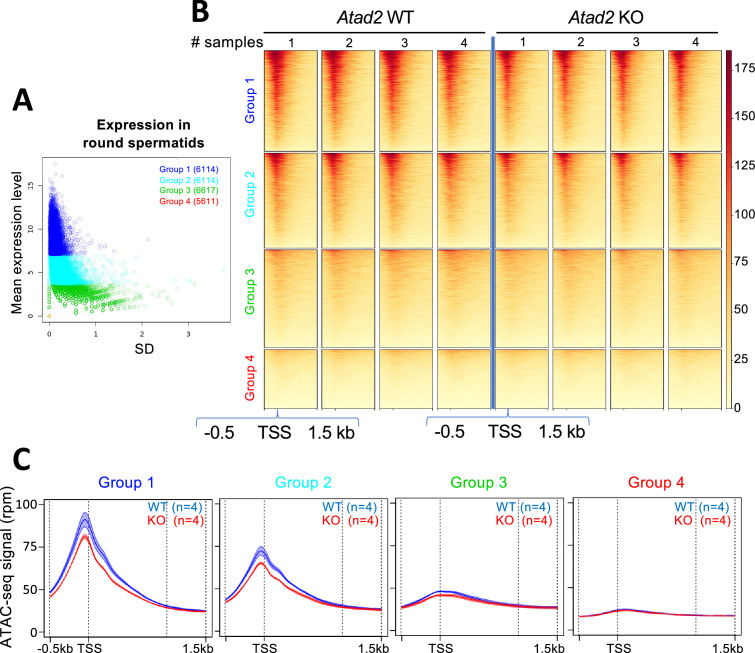
ATAD2 controls active gene TSS accessibility. (**A**) Gene selection according to expression in wild-type round spermatids. The plot displays the mean expression levels (y-axis, labeled as "mean expression level") versus the corresponding standard deviations (x-axis), both calculated from three independent biological replicates of isolated round spermatids. The standard deviation reflects the variability of gene expression across biological replicates. Genes were grouped into four categories (Group 1: blue, Group 2: cyan, Group 3: green, Group 4: orange) according to the quartile of their mean expression. For Group 4, all genes have no detectable expression, resulting in a mean expression of zero and a standard deviation of zero; consequently, the 5611 genes in this group are represented by a single overlapping point (red open circle) at the origin. (**B**) Heatmap on ATAC-seq signal. The heatmap shows the ATAC-seq signal of each group (Group 1 in blue, Group 2 in cyan, Group 3 in green, and Group 4 in orange) in rows, for 4 *Atad2* WT and 4 *Atad2* KO samples in columns. (**C**) Profiles according to selected genes. The mean profiles are displayed together with their variability (±2 s.e.m.) across the four replicates for both *Atad2* WT (blue) and *Atad2* KO (red). For groups 1, 2, and 3, the envelopes of the curves remain clearly separated around the peak, indicating a consistent difference in signal between the two conditions. In contrast, group 4 does not present a strong signal and, accordingly, no marked difference is observed between *Atad2* WT and KO in this group.

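Among groups 1 to 3, the SD of log2(1 + normalized count) over the 3 wild-type round spermatid libraries was lower where expression was higher. Its median was 0.0958 over the genes of group 1, 0.224 over those of group 2 and 0.577 over those of group 3. Part of this spread is counting error, because a gene with few reads varies between libraries by chance alone. In 20 simulated sets of counts drawn from a Poisson distribution around each gene's mean, the median SD was 0.0484 in group 1, 0.177 in group 2 and 0.546 in group 3. The observed SD was 1.98 times this counting noise in group 1, 1.27 times in group 2 and 1.06 times in group 3. The replicates were not equally far apart. The median SD of group 1 was 0.0992 between replicates 1 and 2, 0.0999 between replicates 1 and 3, and 0.0442 between replicates 2 and 3. Over genes with 100 to 1000 summed counts, the chi-square of replicates 2 and 3 averaged 1.06 per gene, where counting error alone gives about 1, against 1.90 to 12.2 in the 18 other pairs of replicates of the series. In the genes with over 10000 summed counts the mean chi-square of replicates 2 and 3 was 8.76, and they were kept as separate replicates. With these replicates averaged and counted as 1 sample, a choice made after the data were seen, the median SD was 0.0961 in group 1, 0.184 in group 2 and 0.426 in group 3. This SD, like that of each pair, is over 2 values. At the same spread its median is lower than that over 3 normally distributed values, so these levels do not compare directly with those over 3 replicates.

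**Figure D1:**
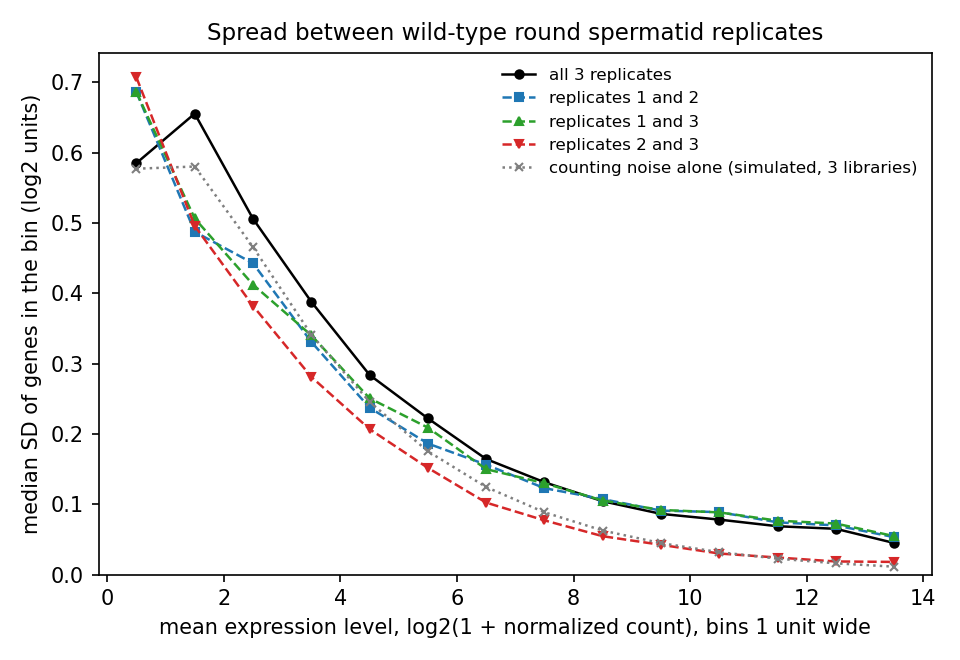
Median SD of log2(1 + normalized count) over the genes of each bin (y-axis, log2 units) against mean expression level (x-axis, log2 units, bins 1 unit wide) in wild-type round spermatids. The lines show the SD over all 3 replicates, over each pair of replicates, and in simulated counts of 3 libraries with counting error only (at the same spread, the median SD of 2 normally distributed values is lower than that of 3); from the bin centred at 5.5 up, replicates 1 and 2 and replicates 1 and 3 lie above the simulated counts, while replicates 2 and 3 lie below them up to the bin centred at 10.5 and above them from 11.5.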

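The upper quartile of the mean expression level over all 24456 genes was 7.08 and the median 3.70. Group 1 held the 6114 genes above the upper quartile, group 2 the 6114 genes between the median and the upper quartile, group 3 the 6617 genes with any counts up to the median, and group 4 the genes with a mean of 0. Group 1 took 95.5% of all counts on genes, group 2 took 4.17% and group 3 took 0.327%. Protein-coding genes made up 96.4% of group 1, 90.1% of group 2, 85.5% of group 3 and 62.0% of group 4. For 553 genes of groups 1 and 2 the mean lay within 1 SD of the upper quartile, and for 1465 genes of groups 2 and 3 within 1 SD of the median, so that their group is within the error of the replicates. When each replicate was grouped alone, 97.9% to 98.6% of the genes of group 1 stayed in group 1. *Atad2* (mm10 chromosome 15, from 58094044 to 58135525) was in group 1, with a normalized count of 659 ± 115 (SD, n = 3). *Hira* (chromosome 16, from 18876750 to 18970309) was in group 2, with a normalized count of 42.8 ± 18.7 (SD, n = 3) from 67, 34 and 29 reads. Both genes that encode H3.3 were in group 1, *H3f3a* with a normalized count of 2306 ± 109 (SD, n = 3) and *H3f3b* with 1861 ± 107 (SD, n = 3). Of 19 genes looked up, *Hira* was the only one outside group 1 when all 24456 genes set the limits. These 19 genes encode ATAD2, its paralog ATAD2B and histones, chaperones and other proteins that the paper discusses. With protein-coding genes only, the upper quartile was 7.55, above the mean expression level of *Atad2b* (7.28). The paper used these groups to order genes by activity before it compared the accessibility of their TSS regions between *Atad2* WT and *Atad2* KO. Its accessibility signal was taken at protein-coding genes only, whereas the groups above cover all 24456 genes. The counts were not divided by transcript length, so the rank of a gene depends on its length too.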

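The 5611 genes of group 4, which are 22.9% of all genes, had 0 reads in each of the 3 wild-type round spermatid libraries. The libraries together held 22858674 counts on genes, so that a count of 0 allows up to 3 counts, or 0.131 CPM. Expression below this bound can give no reads at this depth, although some genes below it did give reads. This bound covers counting error only. Of these genes, 3788 had 0 reads in all 21 libraries of the series, 1823 had at least 1 read in the other 18 libraries, and 476 had at least 10 reads summed over those libraries. In the 3 round spermatid libraries of *H2al2* KO mice, which lack the histone variant H2A.L.2, 669 of the group 4 genes had at least 1 read. Olfactory receptor genes (*Olfr*) accounted for 966 of the group 4 genes. The limit between groups 3 and 4 rests on single reads, since 992 genes of group 3 had exactly 1 read over the 3 libraries and 2100 had 3 or fewer. With 3 counts or fewer as the limit, group 4 held 7711 genes and group 3 held 4517.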

To visualize the genes more sensitive to ATAD2-mediated chromatin remodeling that affect transcription, we monitored whole genome transcriptional activity during the first spermatogenic wave at day 20 post-partum (PP), when meiosis is complete, and in the first post-meiotic cells that appear on 22, 24, and 26 days PP.

In order to definitively confirm our working hypothesis on the ATAD2-HIRA-H3.3 functional interaction, we took advantage of published H3.3-dependent transcriptomic data (Fontaine et al., 2022). Indeed, the authors of this publication identified a series of genes that are misregulated in cells with inactivated *H3.3b* gene. H3.3 is encoded by two distinct genes, *H3f3a* and *H3f3b*, which are located on different chromosomes and display distinct genomic organization, yet produce proteins with identical amino acid sequences (Krimer et al., 1993). Because of the post-meiotic major activation of *Atad2*, we specifically focused on the gene lists that show a H3.3-dependent deregulated expression in post-meiotic round spermatids.

In these transcriptomes, we specifically followed the expression of the published lists of genes that are downregulated or upregulated in the absence of H3.3 (Fontaine et al., 2022). Very interestingly, we observed that a significant number of genes (37%) that were reported to be down-regulated in the absence of H3.3 (H3.3-activated genes) are upregulated in the absence of ATAD2, particularly at day 26 PP, when post-meiotic cells are present in the testes (Figure 5A, Figure 5—figure supplement 1). Gene Set Enrichment Analysis (GSEA) applied to genes that are differentially expressed between wild-type and *Atad2* KO cells at day 26 PP confirmed that the ‘H3.3-activated‘ gene set (corresponding to the published list of H3.3-activated genes) is clearly enriched in *Atad2* KO cells (Figure 5A, right panel).

**Figure 5.**
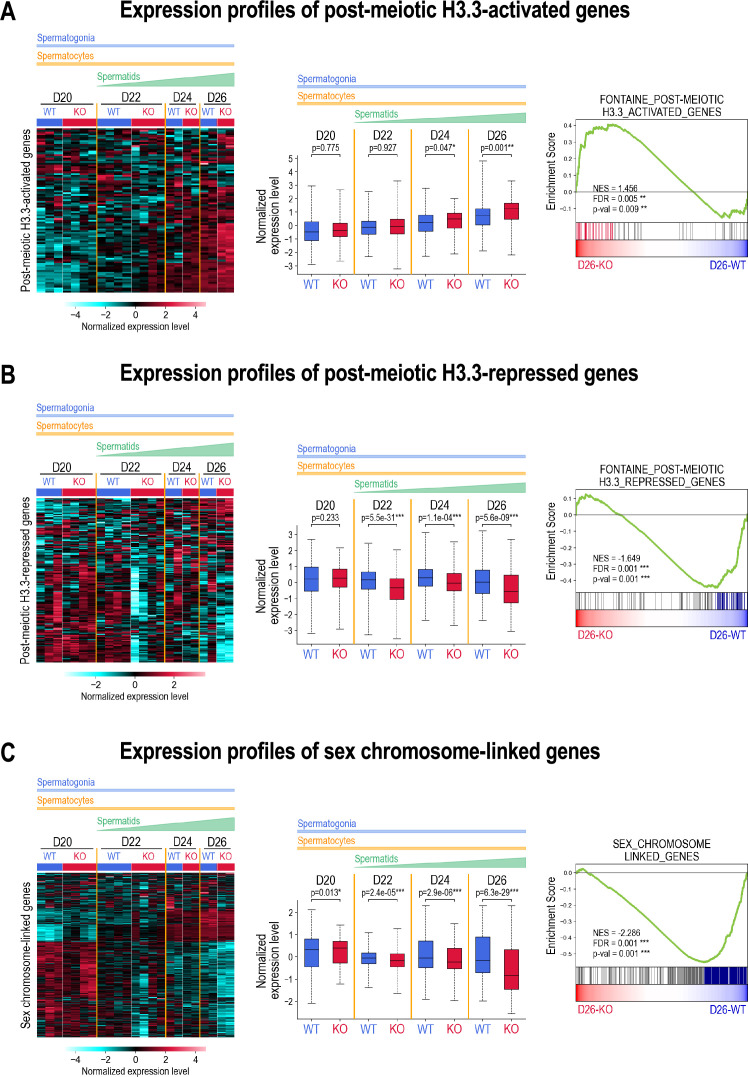
ATAD2 enhances H3.3 gene regulatory functions. (**A**) Expression profiles of post-meiotic H3.3-activated genes. The heatmap (left panel) displays the normalized expression levels of genes identified by Fontaine and colleagues as upregulated in the absence of histone H3.3 (Fontaine et al., 2022) for *Atad2* WT (WT) and *Atad2* KO (KO) samples at days 20, 22, 24, and 26 PP (D20 to D26). The color scale represents the z-score of log-transformed DESeq2-normalized counts. The middle panel box plots display pooled, normalized expression levels, aggregated across replicates and genes, for each condition (WT and KO) and each time point (D20 to D26). Statistical significance between WT and KO conditions was determined using a two-sided *t*-test, with p-values indicated as follows: * for *P*-value <0.05, ** for *P*-value <0.01 and *** for *P*-value <0.001. The right panel shows the results of gene set enrichment analysis (GSEA), which assesses whether predefined groups of genes show statistically significant differences between conditions. Here, the post-meiotic H3.3-activated genes set, identified by Fontaine et al., 2022, is significantly enriched in *Atad2* KO compared with WT samples at day 26 (*P*<0.05, FDR <0.25). Colored vertical bars indicate the “leading edge” genes (i.e., those contributing most to the enrichment signal), located before the point of maximum enrichment score. (**B**) As shown in (**A**) but for the "post-meiotic H3.3-repressed genes" gene set. (**C**) As shown in (**A**) but for the " sex chromosome-linked genes " gene set.

**Figure 5—figure supplement 1.**
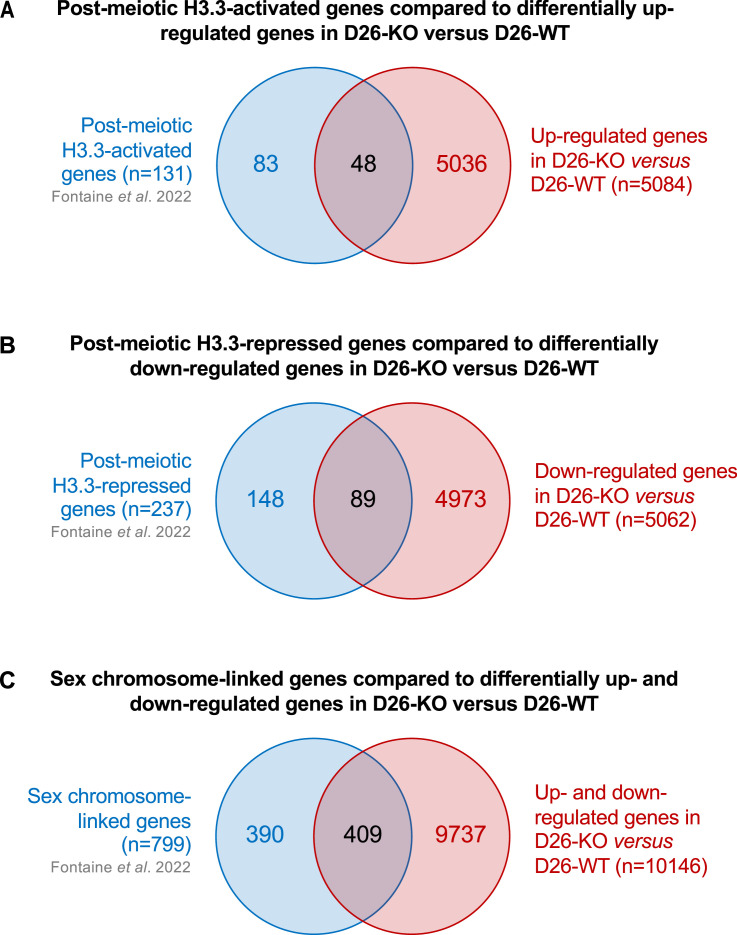
Venn diagrams showing the overlap of significantly differentially expressed genes between *Atad2* KO and *Atad2* WT samples at day 26 post-partum (PP), compared with three gene sets reported by Fontaine et al., 2022. (**A**) Genes upregulated in the absence of histone H3.3 in both *Atad2* WT and *Atad2* KO samples at day 26 PP. (**B**) Genes repressed under the same conditions, and (**C**) sex chromosome–linked genes. In the differential expression analysis, a fold change greater than 1.2 between *Atad2* KO and *Atad2* WT samples was considered significant.

This regulation can also be observed when we considered the published list of genes that were up-regulated in the absence of H3.3 (H3.3-repressed genes). In this case, the absence of ATAD2 led to the enhancement of the down-regulation of these genes (37%). In other words, the absence of ATAD2 led to an enhancement of H3.3-dependent gene repression (Figure 5B, Figure 5—figure supplement 1).

Fontaine and colleagues also reported that sex chromosome-linked genes that normally undergo Meiotic Sex Chromosome Inactivation (MSCI) were up-regulated in the absence of H3.3, indicating that H3.3 is required for their repression. We also investigated these genes and showed that they present an enhancement of repression in the absence of ATAD2 (51%) (Figure 5C, Figure 5—figure supplement 1).

These analyses clearly indicate that the absence of ATAD2 enhances H3.3 functions in agreement with increased residence time of H3.3 in nucleosomes. Genes that require H3.3 to be repressed or activated present an enhanced repression or activation, respectively, in the absence of ATAD2.

Overall, these investigations remarkably confirmed a role for ATAD2 in regulating H3.3 function.

### ATAD2 is required for controlled histone eviction and PRM assembly

ATAD2’s involvement in HIRA-chromatin interaction mobility and its role in H3.3 assembly in post-meiotic cells, along with its similar function in the control of other histone chaperones like FACT (Wang et al., 2021), led us to investigate whether ATAD2 participates in controlling the histone-to-protamine replacement that occurs later in these cells. The histone eviction process involves a genome-wide histone H4 hyperacetylation (Shiota et al., 2018) and a TP-mediated PRMs assembly, which directs histone eviction and the final packaging of the male genome (Barral et al., 2017a). To test the involvement of ATAD2 in spermatogenic cell chromatin reorganization, we sought to co-detect testis-specific H2B variant, TH2B (Montellier et al., 2013), along with transition protein 1 (TP1) and protamine 1 (PRM1). TH2B is first expressed at the commitment of spermatogenic cells into meiotic divisions and progressively becomes the major H2B species of spermatogenic cell chromatin in the subsequent stages (Montellier et al., 2013). As expected, the accumulation of TP1 and PRM1 in wild-type cells is associated with the eviction of the majority of histones, reflected by the mutually exclusive labeling of TH2B and TP1/PRM1 in distinct cells (Figure 6A and B, *Atad2* wild-type mice). In contrast, in *Atad2* KO cells, TH2B and TP1/PRM1 were co-detected in a significant number of cells (Figure 6A and B), suggesting that the process of histone eviction is disturbed. However, in *Atad2* KO cells, the initial delay in histone removal is transient, as spermatids with high levels of transition protein TP1 and PRM1 eventually appear (Figure 6).

**Figure 6.**
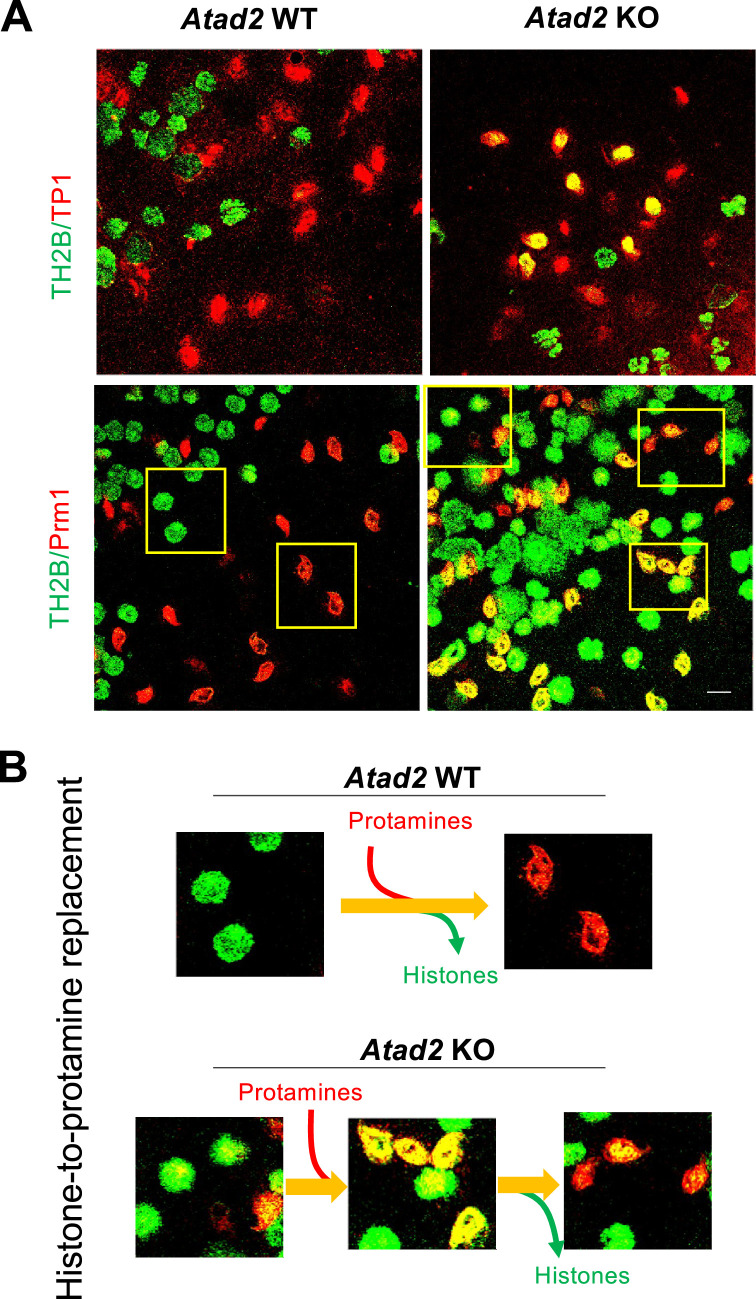
ATAD2 is required for efficient histone-to-protamine replacement. (**A**) Spermatogenic cell preparations from wild-type and *Atad2* KO mice were stained with antibodies against TH2B (in green) and transition protein 1 (TP1) or protamine 1 (PRM1) (in red). A yellow signal indicates the co-detection of TH2B along with TP1 or PRM1. The indicated fields are shown at higher magnification in panel “B”. Scale bar: 10 μm. (**B**) Fields shown in panel “A” are ordered to illustrate the transition from the histone-associated genome to its packaging by protamines, considering both wild-type and *Atad2* KO spermatogenic cells.

**Figure 6—figure supplement 1.**
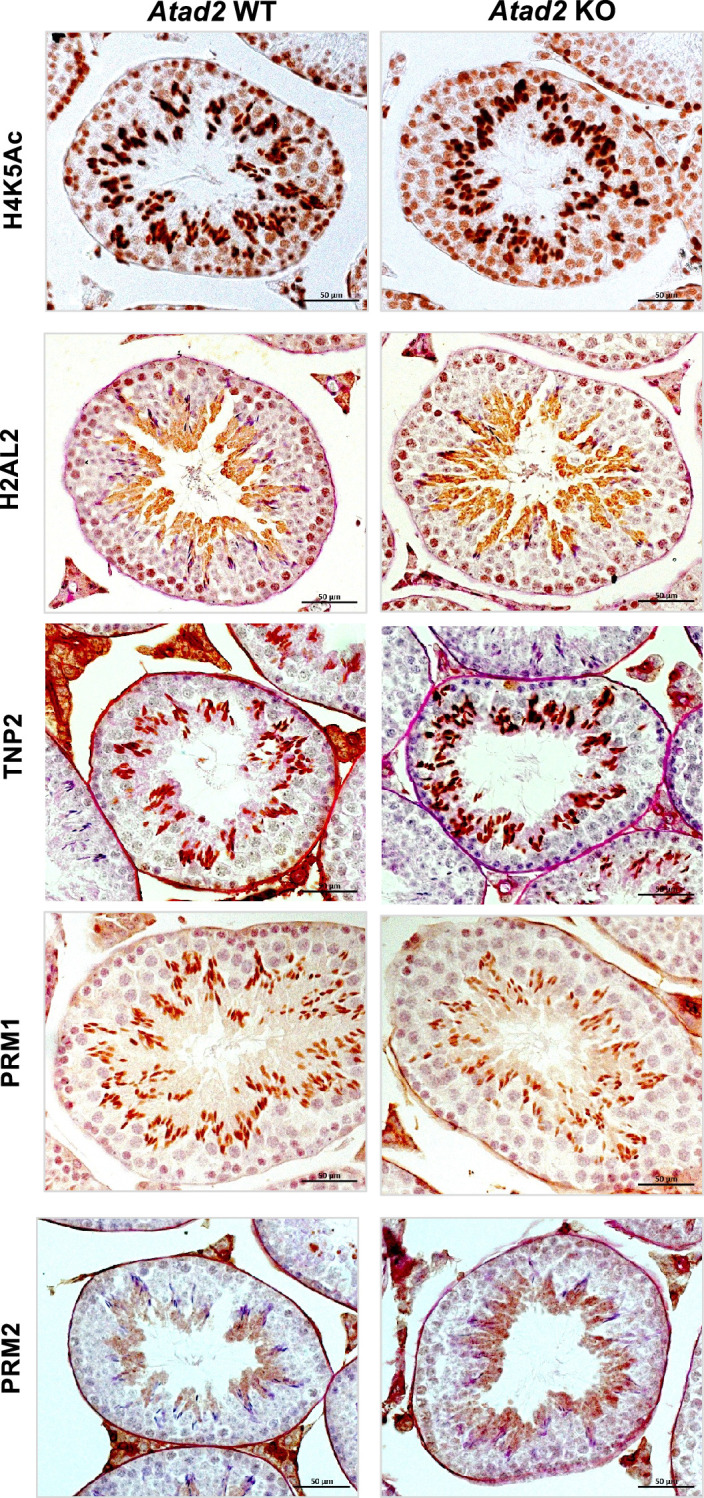
*Atad2* gene inactivation does not disrupt testis morphology, acetylation of H4K5, or the cell-specific accumulation of H2A.L.2, TP2, PRM1, and PRM2. Paraffin-embedded sections from wild-type or *Atad2* KO testes were used to visualize the accumulation of H4K5ac or expression of H2A.L.2, TP2, PRM1, and PRM2.

**Figure 6—figure supplement 2.**
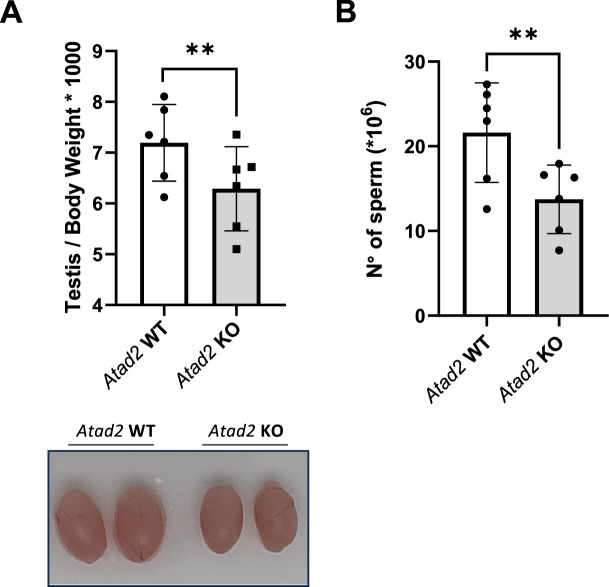
*Atad2* depletion affects testis weight and mature sperm counts. (**A**) Testes from six 21- to 27-week-old wild-type and *Atad2* KO mice were collected, weighted (mg), and their weights normalized to body weight and only same-age mice were compared pairwise. Histograms represent the mean of the measured weights and error bars the Standard Deviation (upper panel). The *p-*value of pairwise Student *t*-test=0.004. The lower panel shows representative testes from wild-type and *Atad2* KO mice. (**B**) Spermatozoa count (Cells/mL) was performed for pairs of wild type and *Atad2* KO (n=*6*). The average numbers of spermatozoa counts are respectively 21.6±5.8 and 13.7±4, and the *P-*value of paired Student *t*-test=0.001.

These observations strongly suggest that, in the absence of ATAD2, the process of histone eviction is also slowed down or delayed, allowing for the simultaneous detection of histones and histone-replacing proteins in the same cells.

Given that NUT-CBP/p300-dependent H4 hyperacetylation, along with the expression of H2A.L.2, TPs, and PRMs, is essential for histone removal, we also investigated whether the observed delay in histone removal is due to defective histone acetylation, particularly at H4K5, as well as disrupted cell type-specific expression and localization of H2A.L.2, TPs, and PRMs. Immunohistochemical detection of H4K5ac, H2A.L.2, TP2, PRM1, and PRM2 revealed a similar pattern and cell type-specific expression of the investigated proteins when comparing *Atad2* KO and wild-type post-meiotic cells. (Figure 6—figure supplement 1).

These data support the idea that the perturbed modified flexibility of histone/TP/PRM chaperones does not grossly affect the other molecular events involved in the histone-to-PRM replacement.

### Perturbed pre-PRM2 processing in the absence of ATAD2

We have shown previously that the H2A.L.2-dependent process of incorporation of TPs into nucleosomes is required for the proper processing of pre-PRM2. The abnormal overlapping staining of histones, TP, and protamines observed by immunofluorescence in *Atad2* KO cells suggested that TPs may not effectively mediate the pre-PRM processing. To test this hypothesis, we took advantage of our specific pre-PRM2 antibody (Rezaei-Gazik et al., 2022) to investigate pre-PRM2 maturation and assembly. Figure 7A shows that although pre-PRM2 is present in both wild-type and *Atad2* KO elongating spermatids, in the absence of ATAD2, pre-PRM2 tends to form dense aggregates as well as fragmented genomic domains. This phenomenon is also associated with an increased accumulation of pre-PRM2 protein level in testis extracts of *Atad2* KO spermatogenic cells compared to wild-type cells as revealed by ELISA and immunoblotting (Figure 7B, Figure 7—figure supplement 1).

**Figure 7.**
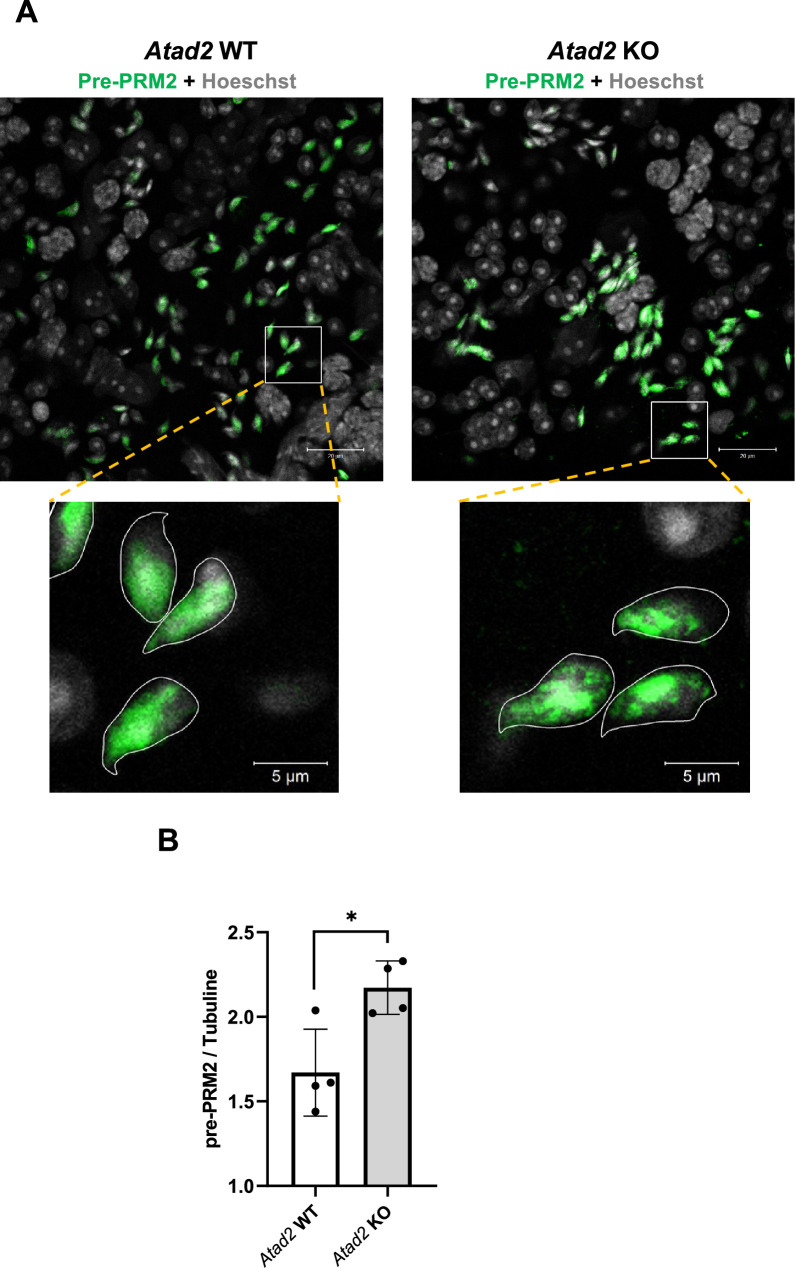
ATAD2 is required for proper pre-protamine 2 processing and protamine assembly. (**A**) A specific antibody raised against the processed part of pre-PRM2 (Rezaei-Gazik et al., 2022) was used to detect pre-PRM2 expression and localization in tubular elongating spermatid cells. The lower panels represent the magnification of selected cells. (**B**) The amount of pre-PRM2 was detected using soluble extracts from testis of wild-type and *Atad2* KO mice using ELISA. Histograms show the normalized values (pre-PRM2/tubulin) of 4 measurements of independent sedimentation samples of Elongating/Condensing fractions. Mean ± Standard Deviation is 1.6±0.2 and 2.1±0.1 for wild type and *Atad2* KO samples, respectively. The p-value obtained using an unpaired Student’s *t*-test was 0.0158.

**Figure 7—figure supplement 1.**
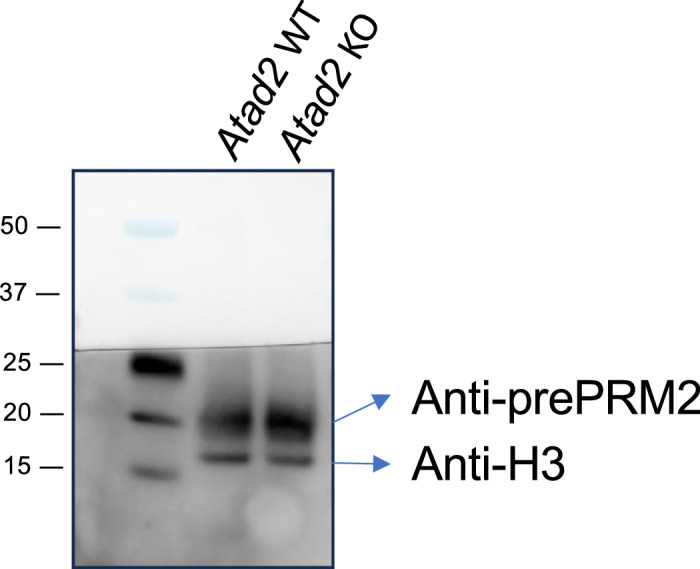
ATAD2 is required for proper pre-protamine 2 processing. Extracts from representative samples shown in Figure 7B, derived from wild-type or *Atad2* knockout cells, were analyzed by SDS–PAGE followed by immunoblotting with anti-prePRM2 and anti-histone H3 antibodies (both probed on the same blot). The developed film was aligned with the corresponding blot and photographed. M, molecular weight marker. Figure 7—figure supplement 1—source data 1.PDF file containing original western blots for Figure 7—figure supplement 1, indicating the relevant bands. Figure 7—figure supplement 1—source data 2.Original files for western blot analysis displayed in Figure 7—figure supplement 1.

These data provide strong evidence that ATAD2 is required to streamline the activity of histone chaperones as well as other factors involved in histone exchange and TP/PRM assembly.

### Defective mature spermatozoa genome organization and male fertility in vitro

We show that although the *Atad2* KO post-meiotic cells’ defective chromatin organization does not affect the testis histology (Figure 6—figure supplement 1 and **data not shown**), it impairs testis weight and sperm count, which are significantly reduced in *Atad2* KO mice (Figure 6—figure supplement 2).

As expected, the impact of ATAD2 on HIRA function and TP/PRM assembly also has an impact on proper sperm genome compaction. Indeed, mature sperm genome decompaction test based on the incubation of sperm heads with heparin and the reducing agent DTT revealed a significant difference in the ability of the genome to resist genome decompaction conditions between wild-type *Atad2* and *Atad2* KO spermatozoa (Figure 8A; Figure 8—figure supplement 1). Given that spermatozoa with defective genome compaction are known to have poor success rate in in vitro fertilization (Bashiri et al., 2021), we expected that spermatozoa from *Atad2* KO mice would perform worse in in vitro fertilization assays compared to wild-type spermatozoa. Figure 8B shows that this is, in fact, the case. However, surprisingly, fertility tests carried out on sexually mature adult males revealed that *Atad2* KO male mice are fertile, with only a statistically non-significant effect observed on their ability to foster pups (Figure 8C), indicating that in vivo fertilization could buffer a relatively large series of sperm genome compaction defaults.

**Figure 8.**
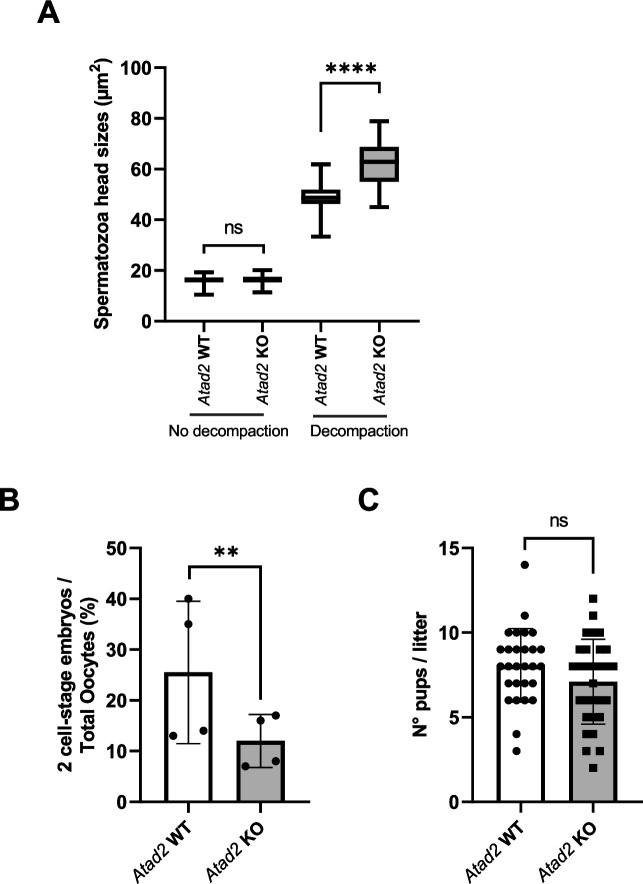
ATAD2s’ function in sperm genome compaction and fertility parameters. (**A**) Epididymal sperm cells were isolated by the swim-up method from wild-type or *Atad2* KO mice and underwent a decompaction test and the sizes of the sperm heads were measured and represented as box plots (n=75 sperm heads / box plot). The value ranges (mean) were 10.4~19.3 (16.0) for wild type sperms without decompaction; 11.4~20.1 (16.4) for *Atad2* KO sperms without decompaction; 33.4~61.8 (48.5) for wild type sperms after decompaction; 45.0~78.9 (62.6) *Atad2* KO sperms after decompaction. Tukey’s HSD post two-way ANOVA test was used. ****P<0.001. (**B**) Pools of oocytes from C57BL6 females were obtained and used for in vitro fertilization (IVF) with spermatozoa from WT or *Atad2* KO males (the experiment was repeated 4 times independently). The fertilization success rate is indicated as a percentage of oocytes giving rise to stage 2 embryos. Mean ± Standard Deviation is 25.5±14 and 12±5.2 for wild type and *Atad2* KO experiments, respectively, and the *P*=0.002 for ratio paired Student *t*-test. (**C**) Five wild-type and five *Atad2* KO male mice were each mated with two C57BL6 females, the resulting litter sizes were recorded and represented as box plots (n=28 and 30, respectively). The average numbers of pups are respectively 8.0±2.1 and 7.1±2.5 and the *P-value of* Student *t*-test=0.1.

**Figure 8—figure supplement 1.**
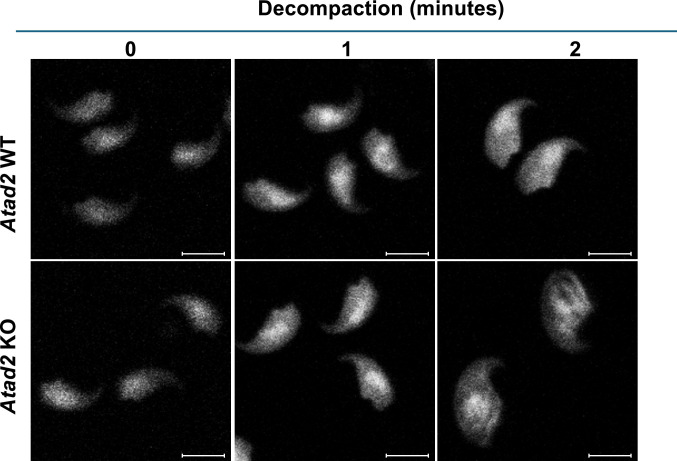
Sperm head decompaction after DTT and heparin treatment in wild-type and Atad2 KO males. Epididymal sperm were treated with a DTT/heparin/Triton mixture, fixed, and stained with DAPI. Fluorescent images were acquired using a 63×oil-immersion objective, and sperm head size was quantified with ImageJ. Scale bars represent 5 μm.

## Discussion

Taking advantage of the very conserved structural features of ATAD2 and relying on the power of yeast genetics, we previously discovered that ATAD2’s function is mostly to control major histone chaperone functions. Using a screen of the Abo1/ATAD2-dependent arrest of *S. pombe* cell growth, we found that impressively, 11 of the 14-growth arrest suppressor strains that we isolated impacted histone chaperones or histones themselves, with 8 distinct inactivating mutations in the histone chaperone HIRA complex. Furthermore, investigation of ATAD2-depleted mouse ES cells showed that HIRA accumulates and remains bound to nucleosomes, leading to nucleosome overloading around active gene TSSs and on the normally nucleosome-free regions (NFRs) of these genes.

Here, we showed that *Atad2* is highly expressed in post-meiotic spermatogenic cells and that in its absence, as in ES cells and in different cancer cells, HIRA accumulates. Our new data suggest that in the absence of ATAD2 activity, HIRA residency time on chromatin increases, leading to decreased turnover and overloading of its substrate, the histone variant H3.3 (Figure 9). This replication-independent histone has been first shown to assemble on the transcriptionally inactive meiotic cell sex chromosomes by Peter de Boer’s laboratory (van der Heijden et al., 2007). Subsequent studies showed that H3.3 remained enriched on the sex chromosomes also in early post-meiotic cells, usually localized close to the unique large chromocenter in these cells (Fontaine et al., 2022).

**Figure 9.**
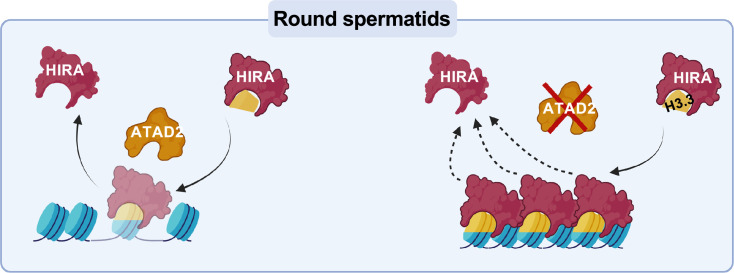
A model summarizing the role of ATAD2 in regulating chromatin-bound HIRA dynamics (along with other histone and non-histone protein chaperones) during the post-meiotic stages of mouse spermatogenesis. Following the deposition of H3.3 by HIRA onto chromatin, ATAD2 facilitates the release of HIRA. In the absence of ATAD2, both HIRA and the newly incorporated H3.3 persist longer in nucleosomes. The scheme was created using BioRender (https://BioRender.com/Cmcjckk).

In agreement with the proposed role for ATAD2 in the control of HIRA-dependent dynamics of H3.3, we observed a more intense labeling of H3.3 on the sex bodies in round spermatids and, impressively, an increase in the genomic background detection of H3.3 in these cells.

The role of ATAD2 in the HIRA/H3.3 functions is further supported by comparing the reported H3.3-dependent transcriptome with the ATAD2-dependent transcriptome identified here.

Indeed, in the absence of ATAD2, we observed an enhancement of H3.3-dependent gene regulatory events (activation or repression), in agreement with an increased H3.3 presence and hence function, in the chromatin of *Atad2* KO post-meiotic cells.

These investigations on ATAD2’s role in post-meiotic spermatogenic cells built upon our previous findings in *S. pombe* and ES cells, uncover an additional level of regulation of histone turnover, which relies on the modulation of histone chaperone–chromatin interactions. Previously, A. Groth’s laboratory discovered that the histone chaperone DNAJC9 recruits the ATPase HSP70 to provide the necessary energy to release the chaperone from chromatin (Hammond et al., 2021). Considering our data on the role of the ATPase ATAD2 with respect to HIRA and that of HSP70 with respect to DNAJC9, it is tempting to propose that ATP energy is required for the proper function of histone chaperones in controlling histone turnover.

Interestingly, very recently, the Song laboratory demonstrated that the *S. pombe* Abo1/ATAD2 is required for ATP-dependent dissociation of the histone chaperone FACT from chromatin, particularly at TSSs (Jang et al., 2024). In line with this conclusion, ChIP-seq mapping of FACT in ATAD2-depleted ES cells revealed an accumulation of nucleosome-bound FACT at the TSSs of active genes (Wang et al., 2021), supporting the idea that ATAD2 not only regulates the dynamics of histone-bound HIRA but also that of other histone chaperones such as FACT.

In addition to histones, many chromatin-bound regulatory factors also need to dynamically interact with chromatin, and hence ATAD2 could also be involved in mediating the dynamic interactions of such chromatin-bound factors. In agreement with this hypothesis, using proteomics of ATAD2-bound nucleosomes in ES cells, we previously co-purified various chromatin-bound factors (Morozumi et al., 2016). Other AAA+ATPase factors, such as p97/VCP, have also been implicated in the remodeling of chromatin-bound factors. Indeed, the AAA+ATPase factor, p97/VCP, has been shown to remove H3 variant CENP-A (van den Berg et al., 2023), the chromatin trapped PARP1 (Krastev et al., 2022), trapped Ku70/80 (van den Boom et al., 2016), DNA damage sensors, DDB2 and XPC (Puumalainen et al., 2014), RNA pol II (Lafon et al., 2015), and other chromatin interacting factors. Similarly, ATAD2 AAA+ATPase very likely acts on other chromatin-bound factors than histone chaperones. However, in contrast to p97/VCP, and due to its bromodomain, ATAD2 would preferentially act on H4K5 acetylated chromatin regions and would specifically ensure the dynamics of H4 acetylated chromatin-bound factors. Based on the data presented here, we can also include a role for ATAD2 to streamline steps involving the H2A.L.2-dependent recruitment of TPs and protamine assembly and the final histone displacement in spermatids. The chaperones responsible for TP/PRM assembly are not yet identified, but it is possible that ATAD2 plays a role in dissociating these chaperones from their substrate proteins after the assembly process. That is why in our *Atad2* KO spermatids, we observed an overlap between TP/PRM and histones. This could be due to the delayed removal of chaperones bound to TPs and PRMs and the inability of pre-PRM2 to be processed and hence of PRMs to efficiently replace histones. Since histone replacement still occurs in the absence of ATAD2, it suggests that other AAA+ATPases, such as p97/VCP, may compensate for its function. However, under these conditions, although most of the histone replacement takes place, our functional tests such as in vitro chromatin decompaction and in vitro fertilization strongly suggest that mature spermatozoa genome organization is not fully complete and the spermatozoa nuclei remain fragile and sensitive to external assaults.

In summary, the functional analysis of ATAD2 during its physiological expression in the post-meiotic phases of spermatogenesis supports our previous conclusions regarding its role in ES cells and its conserved activity in *S. pombe*. Together, these studies reveal a novel layer of regulation in histone turnover and chromatin dynamics, based on the control of histone-bound histone chaperone release.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Genetic reagent (*Mus musculus*)	*Atad2* knockout-first’ allele	Skarnes et al., 2011	KO mice	International KO Mouse Consortium; RRID:MGI:4432934
Genetic reagent (*Mus musculus*)	*Atad2^LacZΔNeo-Exon12^*	This paper	KO mice	*Atad2* ko-first’ allele mice were crossed with CMV-Cre mice; RRID:MGI:4432934
Sequence-based reagent	*Atad2*_84231_F	Eurogentec	Forward primer	TATCCAACAAGCCTGAGCCC
Sequence-based reagent	*Atad2*_84231_R	Eurogentec	Reverse primer	CAACTGGAGCTGGGTCTTCC
Sequence-based reagent	Cas-R	Eurogentec	Reverse primer	TCGTGGTATCGTTATGCGCC
Chemical compound, drug	Bovine Serum Albumin	Euromedex	Cat# 04-100-812-C	
Commercial assay or kit	Clarity Western ECL Substrate	Bio-Rad	Cat # 170-5061	
Commercial assay or kit	Clarity Max Western ECL Substrate	Bio-Rad	Cat # 170-5062	
Chemical compound, drug	Complete Protease inhibitor EDTA-free	Sigma-Aldrich	Cat# 4693159001	
Other	Dako Fluorescent Mounting Medium	Dako	Cat# S3023	
Chemical compound, drug	DL-Dithiothreitol	Euromedex	Cat# EU0006	
Chemical compound, drug	DNase I recombinant	Roche	Cat# 4536282001	
Chemical compound, drug	DPBS	Gibco	Cat# 14200-075	
Chemical compound, drug	EDTA	Sigma-Aldrich	Cat# E6635	
Chemical compound, drug	EGTA	Sigma-Aldrich	Cat# E3889	
Chemical compound, drug	Formalin solution, neutral buffered, 10%	Sigma-Aldrich	Cat# HT5012	
Chemical compound, drug	Glutaraldehyde solution	Sigma-Aldrich	Cat# G5882	
Chemical compound, drug	Heparin sodium salt	Sigma-Aldrich	Cat# H3149	
Other	Hoechst	Invitrogen	Cat# 33342	
Chemical compound, drug	Human Chorionic Gonadotropin	MED-VET	Cat# Chorulon	1500 UI
Chemical compound, drug	Laemmli Sample Buffer	BioRad	Cat# 1610747	
Chemical compound, drug	Magnesium Chloride	Euromedex	Cat# 2189	
Chemical compound, drug	Mayer’s Hematoxylin Solution	Sigma-Aldrich	Cat# MHS16	
Chemical compound, drug	M2 medium	Sigma-Aldrich	Cat# M7167	
Chemical compound, drug	M16 medium	Sigma-Aldrich	Cat# M7292	
Other	Nitrocellulose Blotting membrane	Amersham Protran	Cat# 10600015	
Other	Nonidet P 40 Substitute	Sigma-Aldrich	Cat# 74385	
Other	NuPAGE 4–12% Bis-Tris Gel	Invitrogen	Cat# NP0335BOX	
Chemical compound, drug	Potassium Ferricyanide	Sigma-Aldrich	Cat# P-8131	
Chemical compound, drug	Potassium Ferrocyanide	Sigma-Aldrich	Cat# P-9387	
Chemical compound, drug	Pregnant Mare Serum Gonadotropin (PMSG)	MED-VET	Cat# Syncro-part PMSG 600 UI	
Chemical compound, drug	Saccharose	Sigma-Aldrich	Cat# S7903	
Chemical compound, drug	Saponin from quillaja bark	Sigma-Aldrich	Cat# S7900	
Chemical compound, drug	Sodium deoxycholate	Sigma-Aldrich	Cat# D6750	
Other	Superfrostslides	Thermo Scientific	Cat# LCSF05	
Commercial assay or kit	TMB ELISA Substrate (High Sensitivity)	Abcam	Cat# AB171523	
Chemical compound, drug	Trans-Blot Turbo 5X Transfer Buffer	BioRad	Cat# 10026938	
Chemical compound, drug	Triton X-100	Sigma-Aldrich	Cat# T9284	
Chemical compound, drug	TRIzol	Thermo Scientific	Cat# 15596026	
Chemical compound, drug	TWEEN 20	Sigma-Aldrich	Cat# P7949	
Chemical compound, drug	Urea	Sigma-Aldrich	Cat# U5378	
Chemical compound, drug	X-Gal	Invitrogen	Cat# B1690	
Other	96 Well Round (U) Bottom Plate	Thermo Scientific	Cat# 163320	
Chemical compound, drug	450 nm Stop Solution for TMB Substrate	Abcam	Cat# AB171529	
Antibody	Anti-H2B testis specific (rabbit polyclonal)	Abcam	Cat# ab178426	IF (1:100); RRID:AB_3720329
Antibody	Anti-ATAD2 (rabbit polyclonal)	Homemade	This paper	WB (1:1000) generated by Covalab, France
Antibody	Anti-H2A.L1/L2 (rabbit polyclonal)	Homemade	SAB771	IHC (1:200) generated by Covalab, France
Antibody	Anti-Histone H3 (rabbit polyclonal)	Abcam	Cat#: Ab1791	WB (1:5000); RRID:AB_302613
Antibody	Anti-H3F3B (mouse monoclonal)	Abnova	Cat#: H00003021-M01	IF (1:200); RRID:AB_425473
Antibody	Anti-H4K5Ac (mouse monoclonal)	PTM Biolabs	Cat#: PTM-163	IHC (1:200); RRID:AB_3717383
Antibody	Anti-Hira (D6O8L) (rabbit monoclonal)	Cell Signaling Technology	Cat#: 12463	WB (1:1000); RRID:AB_2797927
Antibody	Anti-Pre-PRM2 (rabbit polyclonal)	Homemade	No reference	IF (1:100); generated by Covalab, France
Antibody	Anti-PRM1 (mouse monoclonal)	BRIAR Patch Biosciences	Cat#: HUP1N	IHC (1:200); RRID:AB_2651186
Antibody	Anti-PRM2 (mouse monoclonal)	BRIAR Patch Biosciences	Cat#: HUP2B	IHC (1:200); RRID:AB_2687949
Antibody	Anti-TNP2 (B-2, mouse monoclonal)	Santa Cruz Biotechnology	Cat#: sc-393843	IHC (1:200); RRID:AB_3720327
Antibody	Goat anti-rabbit IgG (H+L)-HRP	Bio-Rad	Cat# 170–6515	WB (1:5000); RRID:AB_11125142
Antibody	Goat anti-mouse IgG (H+L)-HRP	Bio-Rad	Cat# 170–6516	WB (1:5000); RRID:AB_11125547
Antibody	Alexa Fluor 568 Goat anti-mouse IgG (H+L)	Invitrogen	Cat# A-11004	IF (1:500); RRID:AB_2534072
Antibody	Alexa Fluor 488 Goat anti-rabbit IgG (H+L)	Invitrogen	Cat# A-11034	IF (1:500); RRID:AB_2576217

### Animal care and breeding

Mice were housed at the Grenoble High Technology Animal Facility (PHTA). Mice were euthanized following a procedure approved by the official ethics committee of the University Grenoble Alpes (COMETH, C2EA-12). The investigators directly involved in care and breeding of mice had an official animal-handling authorization obtained after 2 weeks of intensive training and a final formal evaluation.

### Generation of *Atad2*-KO mice

*Atad2* KO mice were obtained from the International Knockout Mouse Consortium, the Welcome Trust Sanger Institute, UK. The ‘knockout-first’ allele (tm1a) contains an IRES: *lacZ* trapping cassette and a floxed human β*-actin* promoter-driven *neo* cassette inserted into the intron 12 of the *Atad2* gene (Skarnes et al., 2011). We created *Atad2^ΔNeo-Exon 12^* mice by crossing mice bearing the *tm1a* allele with mice expressing Cre recombinase under the control of a ubiquitous human promoter CMV. This cross results in an *Atad2^LacZΔNeo-Exon12^* knockout mouse with the first 11 exons of *Atad2* being fused to β-gal, leading to a non-functional ATAD2 protein depleted of its bromodomain and AAA+ATPase domain.

For *Atad2* KO mice genotyping, multiplex PCR was used to detect LacZ cassette producing a 393 bp WT band and a 293 bp mutant band using primers *Atad2*_84231_F, TATCCAACAAGCCTGAGCCC, *Atad2*_84231_R, CAACTGGAGCTGGGTCTTCC and Cas-R, TCGTGGTATCGTTATGCGCC.

### Fertility test

Fertility tests were carried out with sexually mature 3-month-old males. Five WT males and five *Atad2* KO males were crossed with two C57BL6 females each, during 3 months, and the litter sizes were monitored during this period.

### In vitro fertilization

Eggs were obtained from 6- to 7-week-old superovulated C57/BL6J females, stimulated by a first injection of 7.5 UI of PMSG (Pregnant Mare Serum Gonadotropin), followed 48 hours later by a second injection of 7.5 UI of HCG (Human Chorionic Gonadotropin). Fourteen hours later, females were euthanized by cervical dislocation, and cumulus-oocyte complexes (COCs) released from the ampulla were collected in 500 µL M2 medium. Spermatozoa from wild type and *Atad2* KO males were harvested by dilaceration of the cauda epididymitis and allowed to swim in 1 mL M2 medium for 10 minutes at 37°C. Two hundred microliters of sperm were transferred into 800 µL M16/2% BSA and capacitated for 80 minutes at 37°C /5% CO_₂_. Finally, 300,000 sperm were simultaneously added to the COCs and incubated in M16 medium at 37°C/5% CO₂. After 4 hours of incubation, unbound spermatozoa were removed by three successive washes with 500 µL of M16. Twenty-four hours after fertilization, unfertilized eggs and two-cell embryos (as an indication of successful fertilization) were scored.

### Protein extraction and immunoblotting

Proteins were extracted in 8 M urea, sonicated at 150 J with a probe sonicator, mixed with 4x Laemli loading buffer and heated for 5 minutes at 95°C. Protein samples were loaded on 4–12% Bis-Tris gels and migrated at 150 V for 1 hour 30 minutes. The transfer step was realized using a nitrocellulose membrane with the Bio-Rad Transfer Turbo machine. Nitrocellulose membrane was blocked in 5% milk PBS-Tween 0.1% solution, washed 3 times for 10 minutes with PBS-Tween 0.1% solution, and incubated overnight at 4°C with specific antibodies listed in **Key resources table**. Membranes were washed three times for 10 minutes with PBS-Tween 0.1% solution and were incubated with HRP secondary antibodies at 1/10,000 dilution for 1 hour at RT under agitation. Revelation was performed using ECL substrates and visualization was performed with the Vilber Fusion FX Chemiluminescence imaging system (Vilber).

### ELISA

Urea protein extracts were diluted in PBS and used to coat 96-well round-bottom plates, followed by overnight incubation at 4°C. Coating solution was removed and wells were washed three times with washing buffer (BSA 1%, PBS-T 0.1%). Wells were blocked with blocking buffer (5% BSA in PBS-T 0.1%) for 2 hours at room temperature under agitation. The blocking buffer was removed and wells were washed 2 times with washing buffer. Primary antibodies for pre-PRM2 (1:1000) and tubulin (1:5000) were diluted into blocking buffer, pipetted into their corresponding wells, and incubated overnight at 4°C under mild agitation. Wells were washed four times with washing buffer, and subsequent incubation with secondary HRP antibodies, diluted 1:5000 in blocking buffer, was performed for 1 hour at room temperature under mild agitation. Wells were washed four times with washing buffer, and TMB ELISA Substrate was added to wells and incubated until the color developed, at which time Stop Solution was added to the wells to stop the reaction. The signal was quantified using a plate reader at 450 nm.

### X-Gal staining

Male mice were euthanized by cervical dislocation. Testes were dissected out, drilled in three points, and incubated overnight at 4℃ under agitation in fixative solution (0.5% glutaraldehyde, 2 mM MgCl_2_ and 5 mM EGTA in PBS). After incubation until equilibration in an equilibration buffer (30% sucrose, 2 mM MgCl_2_ and 5 mM EGTA in PBS), testes were frozen individually in OCT on dry ice. Frozen blocks were sectioned at 10 µm slices on Superfrost slides and let dry overnight. Slides were fixed with fixation buffer (0.2% glutaraldehyde, 100 mM MgCl_2_ and 5 mM EGTA in PBS) for 10 minutes, washed with washing buffer (PBS, 0.02% NP-40, 0.01% sodium deoxycholate, and 2 mM MgCl_2_) for 5 minutes and incubated three times in 50% ethanol for 5 minutes each. Then the slides were stained with staining solution (2 mM MgCl_2_, 0.02% NP-40, 0.01% Na Doc, 5 mM potassium ferricyanide, 10 mM potassium ferrocyanide, and 0.5 mg/mL X-gal) in a wet chamber for several hours at 37℃. The slides were then washed with washing buffer for 5 minutes and with distilled water, and a counterstaining was performed with hematoxylin. Finally, the slides were washed with running tap water for several minutes and mounted with Dako fluorescent mounting medium.

### Immunofluorescence staining of germ cells

Staged seminiferous tubules were prepared as detailed in Gaucher et al., 2012. In order to permeabilize the cells, the slides were placed in 0.5% saponin, 0.2% Triton X-100, and 1×PBS at RT for 15 minutes and washed for 5 minutes with PBS. The preparations were then incubated in 5% milk, 0.2% PBS-Tween blocking buffer, at RT for 30 minutes under agitation. The primary antibodies were diluted in 1% dry milk, 0.2% PBS-Tween buffer. The slides were incubated overnight with this diluted solution of the primary antibodies in a humidified chamber at 4℃ and then washed three times for 5 minutes each in the antibodies’ dilution buffer. The secondary antibodies were diluted at 1:500 in the same buffer and incubated in a humidified chamber for 30 minutes at 37℃, and then washed as for the primary antibodies. The DNA was counterstained with Hoechst, and the slides were mounted using Dako fluorescent mounting medium.

### Sperm head decompaction test

Spermatozoa from wild type and *Atad2* KO males were harvested by dilaceration of the cauda epididymis and allowed to swim in 1 mL M2 medium for 10 minutes at 37°C. The sperm-containing suspension was transferred into a 1.5 mL Eppendorf tube and centrifuged at 3000 rpm for 8 minutes in 4℃. The sperm pellets were resuspended in PBS and dropped onto glass slides to spread and dry at RT. The decompaction mix (50 mM DTT, 400 IU/mL heparin, and 0.2% Triton in PBS) was added to each dried sperm drop for 2 minutes and the decompaction was stopped by placing the slides in 4% PFA for 15 minutes. Slides were washed with PBS for 5 minutes, stained with DAPI, and mounted using Dako fluorescent mounting medium. Fluorescent images were captured by a Zeiss inverted microscope under a 63x numeric aperture oil-immersion lens (Carl Zeiss). The size of spermatozoa heads was calculated with ImageJ software.

### Spermatogenic cell fraction purification

Spermatogenic cell fraction purification was performed as previously described (Shiota et al., 2018).

### ATAC-seq and data analysis

#### Library preparation

Frozen nuclei from four biologically independent purified spermatid fractions were centrifuged at 3000 *× g* for 5 minutes and then washed in a 1% BSA-PBS solution. Libraries were then prepared from 100,000 nuclei using the ATAC-seq Kit (Catalog No. 53150) from Active Motif, following the manufacturer’s protocol (version B9). After quality control (QC) with Qubit and Fragment Analyzer, libraries were subsequently purified using AMPure XP (Beckman Coulter, Catalog No. A63881) beads with a double size selection of 100–800 bp fragments. After a second round of library QC (Qubit and Fragment Analyzer), we performed a paired-end sequencing on a NextSeq 2000 device using a 200-cycle P2 flow cell.

#### Trimming

The raw fastq files were processed by 5’ end trimming, keeping 30bp-length fragments, using fastx_trimmer (http://hannonlab.cshl.edu/fastx_toolkit/. accessed 28 February 2022), with options -l 30 -Q33.

#### Alignment

The trimmed fastq files were aligned on the UCSC Mus_musculus mm10 genome using the Bowtie2 aligner (Langmead and Salzberg, 2012), with options –end-to-end, –no-mixed, –no-discordant.

#### Normalization

The BigWig files (.bw) containing normalized integrated aligned read count signals were obtained from by normalizing and smoothing bam files using bamCoverage (from deepTools suite Ramírez et al., 2014) with options: –binSize 4 –minMappingQuality 30 –normalizeUsing RPM.

#### Heatmap

The normalized ATAC-seq signal was converted into a 10 bp bin matrix of the signal 500b upstream and 1500b downstream protein-coding genes’ TSS, using computeMatrix (from deepTools suite Ramírez et al., 2014), with options reference-point -R mm10_pc.bed –referencePoint TSS –binSize 10 –beforeRegionStartLength 500 –afterRegionStartLength 1500.

Heatmaps were generated using plotHeatmap (deepTools suite Ramírez et al., 2014).

### RNA-seq data processing

Wild-type (WT) and *Atad2* knockout (KO) homozygous males were sacrificed by cervical dislocation on days 20-, 22-, 24-, and 26- postpartum (PP), after which their testes were harvested. RNA was extracted using TRIzol reagent, followed by DNA digestion with DNase I. The resulting RNA samples were used for RNA sequencing. For both WT and *Atad2* KO mice, the biological replicates included three samples for D20, four samples for D22, two samples for D24, and two samples for D26.

The raw sequencing data (FASTQ files) were aligned to the UCSC mm10 mouse genome using the STAR software (version 2.7.11b) (Dobin et al., 2013) to generate BAM files. Raw read counts were extracted from the BAM files using HTSeq (version 2.0.5) (Anders et al., 2015) with the following parameters: -t exon, -f bam, -r pos, --stranded=reverse, -m intersection-strict, and --nonunique none.

Normalization of read counts was performed using the DESeq2 R package (version 1.22.2) (Anders and Huber, 2010; Love et al., 2014). Counts were transformed into DESeq2-normalized values and subsequently log-transformed using the formula log2(1+DESeq2-normalized counts). Differential expression analysis was conducted with the R package ‘SARTools‘ (Varet et al., 2016).

Purified RNA from fractionated round spermatids was also sequenced to establish gene transcriptional group quartile shown in Figure 4. RNA purification and sequencing were performed as described above.

### Quantification and statistical analysis

Statistical analysis was performed with R and GraphPad Prism 8. The results of fertility tests were analyzed by Student *t*-test. Pairwise Student *t-*test was used to analyze testis weights and spermatozoa counts of same-aged mice, and ratio pairwise Student *t*-test was used for the IVF efficiency results. The results of sperm decompaction test were analyzed by two-way ANOVA, and Tukey’s HSD post two-way ANOVA test was used to determine the significance between groups. *P*-values <0.05 were considered statistically significant: *P<0.05, **P<0.01, ***P<0.001.

### Gene Set Enrichment Analysis (GSEA)

Differential expression analysis and the corresponding GSEA analysis (Mootha et al., 2003; Subramanian et al., 2005) were performed to compare *Atad2* KO versus *Atad2* wild-type samples at days 20, 22, 24, and 26 PP. For the GSEA analysis, we used the Python package ‘gseapy‘ (Fang et al., 2023) available at https://www.gsea-msigdb.org/gsea.

The GSEA was carried out on three custom gene sets. The first gene set, referred to as ‘sex chromosome-linked genes’, corresponds to genes located on the X and Y chromosomes. The remaining two gene sets include genes identified as upregulated or downregulated in the absence of histone H3.3 by Fontaine and colleagues (Fontaine et al., 2022). These gene sets were designated as ‘post-meiotic H3.3-activated genes’ and ‘post-meiotic H3.3-repressed genes’, respectively.

## Data Availability

(1) The transcriptomic data generated in this study, corresponding to testes collected at different days post-partum, have been deposited on GEO under the accession GSE277943. (2) Transcriptomic data from fractionated round spermatids (three biological replicates, Fig. 4A) were deposited on GEO accession GSE284749. (3) ATAC-seq data generated in this study were deposited on GEO under the accession GSE283879. The following datasets were generated: LiakopoulouA BoussouarF PerazzaD BarralS LambertE WangT ChuffartF Bourova-FlinE GardC PuthierD RousseauxS ArnoultC VerdelA KhochbinS 2025ATAD2 mediates chromatin-bound histone chaperone turnoverNCBI Gene Expression OmnibusGSE27794310.7554/eLife.107582PMC1281886841557467 LiakopoulouA BoussouarF PerazzaD BarralS LambertE WangT ChuffartF Bourova-FlinE GardC PuthierD RousseauxS ArnoultC VerdelA KhochbinS 2025ATAD2 mediates chromatin-bound histone chaperone turnoverNCBI Gene Expression OmnibusGSE28474910.7554/eLife.107582PMC1281886841557467 LiakopoulouA BoussouarF PerazzaD BarralS LambertE WangT ChuffartF Bourova-FlinE GardC PuthierD RousseauxS ArnoultC VerdelA KhochbinS 2025ATAD2 mediates chromatin-bound histone chaperone turnoverNCBI Gene Expression OmnibusGSE28387910.7554/eLife.107582PMC1281886841557467 The following previously published dataset was used: FontaineE PapinC MartinezG Le GrasS Abi NahedR HéryP BuchouT OuararhniK FavierB GautierT SabirJSM GérardM BednarJ ArnoultC DimitrovS HamicheA 2022Dual role of histone variant H3.3B in spermatogenesis: positive regulation of piRNA transcription and implication in X-chromosome inactivationNCBI Gene Expression OmnibusGSE11637310.1093/nar/gkac541PMC930338635766398

# Supplementary material for: ATAD2 mediates chromatin-bound histone chaperone turnover
**Source:** eLife. 2026 Jan 20;14:RP107582. doi: 10.7554/eLife.107582
**Supplement:** MDAR checklist

**Materials Design Analysis Reporting (MDAR)**

**Checklist for Authors**

The [MDAR framework](https://osf.io/xfpn4/) establishes a minimum set of requirements in transparent reporting mainly applicable to studies in the life sciences.

*eLife* asks authors to **provide detailed information within their article** to facilitate the interpretation and replication of their work. Authors can also upload supporting materials to comply with relevant reporting guidelines for health-related research (see [EQUATOR Network](http://www.equator-network.org/%20)), life science research (see the [BioSharing Information Resource](http://biosharing.org/)), or animal research (see the [ARRIVE Guidelines](http://www.plosbiology.org/article/info:doi/10.1371/journal.pbio.1000412) and the [STRANGE Framework](https://doi.org/10.1038/d41586-020-01751-5); for details, see *eLife*’s [Journal Policies](https://reviewer.elifesciences.org/author-guide/journal-policies)). Where applicable, authors should refer to any relevant reporting standards materials in this form.

For all that apply, please note **where in the article** the information is provided. Please note that we also collect information about data availability and ethics in the submission form.

**Materials:**

| **Newly created materials** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| The manuscript includes a dedicated "materials availability statement" providing transparent disclosure about availability of newly created materials including details on how materials can be accessed and describing any restrictions on access. | Atad2 KO mice with deletion of exon 12 and the neo cassette. Figure 1 and Materials and methods section. |  |
|  |  |  |
| **Antibodies** | **Indicate where provided: section/figure legend** | **N/A** |
| For commercial reagents, provide supplier name, catalogue number and [RRID](https://scicrunch.org/resources), if available. | RRID for antibodies are available in Key Resources Table. |  |
|  |  |  |
| **DNA and RNA sequences** | **Indicate where provided: section/figure legend** | **N/A** |
| Short novel DNA or RNA including primers, probes: Sequences should be included or deposited in a public repository. | Primers for genotyping are reported in Materials and methods section “Generation of Atad2 KO mice” |  |
|  |  |  |
| **Cell materials** | **Indicate where provided: section/figure legend** | **N/A** |
| Cell lines: Provide species information, strain. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. |  | N/A |
| Primary cultures: Provide species, strain, sex of origin, genetic modification status. |  |  |
|  |  |  |
| **Experimental animals** | **Indicate where provided: section/figure legend** | **N/A** |
| Laboratory animals or Model organisms: Provide species, strain, sex, age, genetic modification status. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | Information related to Atad2 KO mice are reported in Materials and methods section. Only males were used for this study. |  |
| Animal observed in or captured from the field: Provide species, sex, and age where possible. |  | N/A |
|  |  |  |
| **Plants and microbes** | **Indicate where provided: section/figure legend** | **N/A** |
| Plants: provide species and strain, ecotype and cultivar where relevant, unique accession number if available, and source (including location for collected wild specimens). |  | N/A |
| Microbes: provide species and strain, unique accession number if available, and source. |  | N/A |
|  |  |  |
| **Human research participants** | **Indicate where provided: section/figure legend) or state if these demographics were not collected** | **N/A** |
| If collected and within the bounds of privacy constraints report on age, sex, gender and ethnicity for all study participants. |  | N/A |

**Design:**

| **Study protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| If the study protocol has been pre-registered, provide DOI. For clinical trials, provide the trial registration number OR cite DOI. |  | N/A |
|  |  |  |
| **Laboratory protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| Provide DOI OR other citation details if detailed step-by-step protocols are available. | Relevant citations were provided for protocols, where applicable. |  |
|  |  |  |
| **Experimental study design (statistics details) *** | | |
| **For in vivo studies: State whether and how the following have been done** | **Indicate where provided: section/figure legend. If it could have been done, but was not, write “not done”** | **N/A** |
| Sample size determination | 3 to 5 males were used for each experiment |  |
| Randomisation |  | N/A |
| Blinding |  | N/A |
| Inclusion/exclusion criteria | Only males were used in this study |  |
|  |  |  |
| **Sample definition and in-laboratory replication** | **Indicate where provided: section/figure legend** | **N/A** |
| State number of times the experiment was replicated in the laboratory. | At least 3 times |  |
| Define whether data describe technical or biological replicates. | Biological replicates were used in this study. Materials and methods section and legends to figures |  |
|  |  |  |
| **Ethics** | **Indicate where provided: section/submission form** | **N/A** |
| Studies involving human participants: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. |  | N/A |
| Studies involving experimental animals: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. | Ethics approval was cited in the Materials and methods section |  |
| Studies involving specimen and field samples: State if relevant permits obtained, provide details of authority approving study; if none were required, explain why. |  | N/A |
|  |  |  |
| **Dual Use Research of Concern (DURC)** | **Indicate where provided: section/submission form** | **N/A** |
| If study is subject to dual use research of concern regulations, state the authority granting approval and reference number for the regulatory approval. |  | N/A |

**Analysis:**

| **Attrition** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| Describe whether exclusion criteria were pre-established. Report if sample or data points were omitted from analysis. If yes, report if this was due to attrition or intentional exclusion and provide justification. | No data were excluded |  |
|  |  |  |
| **Statistics** | **Indicate where provided: section/figure legend** | **N/A** |
| Describe statistical tests used and justify choice of tests. | Provided in Materials and methods section |  |
|  |  |  |
| **Data availability** | **Indicate where provided: section/submission form** | **N/A** |
| For newly created and reused datasets, the manuscript includes a data availability statement that provides details for access (or notes restrictions on access). | Yes |  |
| When newly created datasets are publicly available, provide accession number in repository OR DOI and licensing details where available. | Yes |  |
| If reused data is publicly available provide accession number in repository OR DOI, OR URL, OR citation. | Yes |  |
|  |  |  |
| **Code availability** | **Indicate where provided: section/figure legend** | **N/A** |
| For any computer code/software/mathematical algorithms essential for replicating the main findings of the study, whether newly generated or re-used, the manuscript includes a data availability statement that provides details for access or notes restrictions. | Yes |  |
| Where newly generated code is publicly available, provide accession number in repository, OR DOI OR URL and licensing details where available. State any restrictions on code availability or accessibility. |  |  |
| If reused code is publicly available provide accession number in repository OR DOI OR URL, OR citation. | Yes |  |

**Reporting:**

The MDAR framework recommends adoption of discipline-specific guidelines, established and endorsed through community initiatives.

| **Adherence to community standards** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| State if relevant guidelines (e.g., ICMJE, MIBBI, ARRIVE, STRANGE) have been followed, and whether a checklist (e.g., CONSORT, PRISMA, ARRIVE) is provided with the manuscript. |  | N/A |

* We provide the following guidance regarding transparent reporting and statistics; we also refer authors to [Ten common statistical mistakes to watch out for when writing or reviewing a manuscript](https://doi.org/10.7554/eLife.48175).

**Sample-size estimation**

- You should state whether an appropriate sample size was computed when the study was being designed
- You should state the statistical method of sample size computation and any required assumptions
- If no explicit power analysis was used, you should describe how you decided what sample (replicate) size (number) to use

**Replicates**

- You should report how often each experiment was performed
- You should include a definition of biological versus technical replication
- The data obtained should be provided and sufficient information should be provided to indicate the number of independent biological and/or technical replicates
- If you encountered any outliers, you should describe how these were handled
- Criteria for exclusion/inclusion of data should be clearly stated
- High-throughput sequence data should be uploaded before submission, with a private link for reviewers provided (these are available from both GEO and ArrayExpress)

**Statistical reporting**

- Statistical analysis methods should be described and justified
- Raw data should be presented in figures whenever informative to do so (typically when N per group is less than 10)
- For each experiment, you should identify the statistical tests used, exact values of N, definitions of center, methods of multiple test correction, and dispersion and precision measures (e.g., mean, median, SD, SEM, confidence intervals; and, for the major substantive results, a measure of effect size (e.g., Pearson's r, Cohen's d)
- Report exact p-values wherever possible alongside the summary statistics and 95% confidence intervals. These should be reported for all key questions and not only when the p-value is less than 0.05.

**Group allocation**

- Indicate how samples were allocated into experimental groups (in the case of clinical studies, please specify allocation to treatment method); if randomization was used, please also state if restricted randomization was applied
- Indicate if masking was used during group allocation, data collection and/or data analysis

How the deposited data were processed for this re-analysis (not part of the article)

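RNA was measured in 21 libraries of fractionated mouse spermatogenic cells. Pachytene spermatocytes, round spermatids and condensing spermatids were each sequenced in 3 wild-type and 3 *H2al2* KO replicates, and spermatozoa in 2 wild-type replicates and 1 *H2al2* KO replicate. The paper uses the 3 wild-type round spermatid libraries (Fig. 4A). The other libraries were analysed here as well, and comparisons between genotypes and between stages are reported only after the article. The ATAC-seq and the testis transcriptomes of the paper were not analysed here.

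The authors aligned untrimmed reads to mm10 with STAR and counted them with HTSeq over exons, with the reverse strand setting, strict intersection and no multiply aligned reads, and deposited raw read counts per gene for each library, without normalization or pooling. Each file lists 24456 genes and closes with 5 rows that name no gene, which were left out of library sizes and tests. These rows held 34.6% to 57.7% of the counted reads, and reads outside annotated exons 30.5% to 47.7%. Counts on genes per library ranged from 2772995 to 8201682, with a median of 6872271. Wild-type round spermatids had 7326572 to 7852780 and *H2al2* KO round spermatids 7230653 to 7387043. Wild-type pachytene spermatocytes had 6206239 to 8201682 and *H2al2* KO pachytene spermatocytes 5799060 to 6695384. Wild-type condensing spermatids had 5876464 to 6676636 and *H2al2* KO condensing spermatids 6872271 to 7400817. Spermatozoa had 2772995 and 3450580 in wild type and 3297783 in *H2al2* KO. A count of 0 in a library allows up to 3 counts of its total.

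Conditions were taken from the sample labels. Gene positions, gene types and chromosomes came from RefSeq annotation of the same assembly, in which 23218 genes matched by symbol and 1081 by an older symbol, and 157 did not match. The gene of H2A.L.2 is listed as *H2afb1*. This was settled from the annotation after the counts had been examined, because another older symbol had been written down first. A list of 21 genes was drawn up beforehand from proteins that the paper discusses, with *Atad2b*, which the paper does not name, and without some factors that it mentions, such as CENP-A and HSP70. Of these genes, 19 were found.

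Expression groups followed the paper's methods and the legend of Fig. 4A: the mean and SD over 3 replicates of log2(1 + normalized count), with median-of-ratios size factors. The alternatives were TMM counts scaled to the mean library size, size factors from all 21 libraries rescaled to the same geometric mean, a pseudocount of 0.1 with values shifted so that a count of 0 stays at 0, log2 of the mean, protein-coding genes only, strict quartiles, a limit of 3 counts for group 4, and each replicate left out. Counting noise was the median SD in 20 Poisson draws.

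Differences between *H2al2* KO and wild type were tested within each stage with edgeR's quasi-likelihood test (edgeR 4.0.16, R 4.3.3), TMM normalization, the filterByExpr filter and Benjamini-Hochberg adjustment at 0.05. Differences between stages in the effect of the KO were tested as interactions on 18 libraries. Stage changes were tested on the 9 wild-type libraries of the 3 stages. X- and Y-linked genes were tested as a set with limma's camera (limma 3.58.1). Spermatozoa were not tested. The alternatives were the DESeq2 Wald test (DESeq2 1.42.0), DESeq2 size factors, no filter, at least 10 counts in every library, a fold change over 1.2, a fit on all 18 libraries, no mitochondrial genes, library size only for the stage changes, the replicate number as a block and each replicate left out. For the set of X- and Y-linked genes they were fry, camera with the estimated correlation, X-linked genes only, DESeq2 size factors, the block and each replicate left out. A trend on GC content and transcript length, and the merging of 2 similar replicates, were added after the data were seen. GC content and length were known for 98.3% of genes.

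The genes named in the text are those of this list and, for each KO comparison, up to 3 genes per direction with the largest change among genes with an adjusted p under 0.05, at least 1 CPM on average and no overlap between genotypes. Outside this rule, *mt-Rnr2*, *Rn45s* and the abundant marker genes *Clu*, *C1qb* and *Actg2* are named, chosen after their values were seen. Marker lists of Sertoli, Leydig, peritubular myoid, macrophage, red blood, spermatogonium, spermatocyte, round spermatid, elongating spermatid and epididymis epithelium cells were written beforehand.

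The tests were also tried on simulated counts in which 200 genes were changed, each with a mean count of at least 50. Recovery of genes with fewer counts was not measured. All genes changed 4-fold were recovered. Of those changed 2-fold, 84% were recovered in pachytene spermatocytes, 96% in round spermatids, 98% in condensing spermatids and 82% in the interaction of condensing and round spermatids. Unchanged genes made up 10 of 194 calls, 27 of 223, 10 of 208 and 11 of 193 in the same order. So many changed genes loosen the Benjamini-Hochberg limit, and recovery where few genes change was not measured. In the real pachytene libraries *H2afb1*, with a log2 fold change of -2.75, was not called (adjusted p = 0.484 from edgeR's quasi-likelihood test).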

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

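The main tests, their samples and the list of genes were chosen before the data were examined, except that the gene of H2A.L.2 was identified as *H2afb1* afterwards. The removal of a trend on GC content and length and the tests of *Sptbn4* outside round spermatids were chosen only after results were seen.

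The paper does not report on the *H2al2* KO libraries. The deleted gene checks the labels: *H2afb1*, which encodes H2A.L.2, lay lower in every KO library than in every wild-type library of the 3 stages. In round spermatids it had 22.8 ± 2.58 normalized CPM (SD, n = 3) in KO and 194 ± 5.68 in wild type, a log2 fold change of -3.10 (standard error 0.10, adjusted p = 3.4e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In condensing spermatids the log2 fold change was -2.71 (standard error 0.17, adjusted p = 9.54e-07 from the same test). In pachytene spermatocytes it was -2.75, with an adjusted p of 0.484 over all genes and 0.000751 adjusted over the list alone, from the same test. Under the alternatives its adjusted p over all genes in pachytene spermatocytes ranged from 1.99e-11 to 0.958, and it was called in 5 of 14, among them the fit without wild-type replicate 3. The KO effect on *H2afb1* was not shown to differ between round spermatids and pachytene spermatocytes (interaction -0.32, adjusted p = 0.845 from edgeR's quasi-likelihood test). In wild-type pachytene replicates 1, 2 and 3 *H2afb1* had 42.6, 36.3 and 16.0 normalized CPM. Other spermatid transcripts fell in the same order over these libraries. Spermatids in the pachytene fraction may therefore account for the pachytene values and for their fall in KO. KO libraries kept 11.7% of the wild-type level in round spermatids, 15.3% in condensing spermatids and 14.7% in pachytene spermatocytes, with 144 to 182 reads per library in round spermatids. Whether reads of near-identical copies account for the remainder was not tested.

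*Sptbn4* was the other gene called in round spermatids, with 76.7 ± 8.79 normalized CPM (SD, n = 3) in KO and 42.0 ± 3.96 in wild type, higher in 3 of 3 KO libraries than in all wild-type libraries, a log2 fold change of 0.86 (standard error 0.11, adjusted p = 0.0495 from edgeR's quasi-likelihood test). The call lies at the threshold. It was made in 7 of 15 alternatives, with an adjusted p from 3.6e-06 to 0.372. It was lost without any one of the KO replicates, without wild-type replicate 2 or 3, with DESeq2 size factors, in the fit on all 18 libraries and with wild-type replicates 2 and 3 summed. The log2 fold change of *Sptbn4* was 1.21 in pachytene spermatocytes (adjusted p = 0.656) and 0.88 in condensing spermatids (adjusted p = 0.0657), from the same test, with no overlap between genotypes in either stage. Under the alternatives it was called in 2 of 14 in pachytene spermatocytes (adjusted p from 0.0337 to 0.985) and in 6 of 14 in condensing spermatids (adjusted p from 0.000346 to 0.802), among them the fits without wild-type replicate 2 or 3. By chance 10% of genes show no overlap between 3 and 3 libraries.

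Over all genes, 2 passed the threshold in round spermatids, 1 in condensing spermatids and 0 in pachytene spermatocytes, where 815 genes had an unadjusted p under 0.05. Of the 10 splits of the 6 libraries, 1 gave as many genes in round spermatids and 1 in condensing spermatids, the real one in each case, and 2 gave as many genes at an unadjusted p under 0.05 in pachytene spermatocytes. The gene called in condensing spermatids was *H2afb1*, the deleted gene, which favours the real split by itself. At an unadjusted p under 0.05, some other splits gave more genes than the real split in both spermatid stages. They gave 1732 and 1833 against 753 in round spermatids, and 933 and 1799 against 870 in condensing spermatids. The remaining splits gave fewer. With 10 splits a share under 0.1 cannot be had, so that chance cannot be told apart from the genotype by these counts alone. After a trend on GC content and transcript length was removed, 2 of the 2 genes in round spermatids and 1 of the 1 in condensing spermatids were still called. *H2afb1*, called in both stages, is the deleted gene, so that its calls do not test such a trend. For *Sptbn4* in round spermatids the result argues against such a trend as the cause. In pachytene spermatocytes the fold change ran with GC content across genes (Spearman's rho -0.475; genes are not independent replicates), 0 genes were called before its removal, so that the test does not decide there, and 1 gene after. Without wild-type replicate 3, 243 genes were called in pachytene spermatocytes, and without wild-type replicate 1, 264 were called in round spermatids. The round spermatid fit kept only wild-type replicates 2 and 3, which differed by little more than counting error. With all libraries and these replicates summed into 1 library, 1 gene was called there.

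The X- and Y-linked genes, a set that the paper follows in *Atad2* KO testes, were lower in *H2al2* KO round spermatids by camera (p = 0.000128, 450 genes, median log2 fold change -0.11 against -0.003 for other genes). The median of the set ranged from -0.20 (without wild-type replicate 1) to -0.04 (without KO replicate 1) with one library left out. The camera result holds only under the preset correlation between genes: p was 0.251 by fry and 0.260 with the estimated correlation. Relative to other genes, the set's mean in KO replicate 3 (-1.31) and replicate 2 (-1.34) lay above that of wild-type replicate 1 (-1.41), so the genotypes overlapped. Of the 10 splits of the 6 libraries, 3 gave a camera p as small, and chance cannot be told apart from the genotype with 3 libraries each.

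RNA changes of the listed genes between isolated stages are also outside the paper's analyses. The paper follows *Atad2* activity across stages by X-gal staining, and HIRA protein in fractionated cells. Of 19 genes, 16 differed between wild-type round spermatids and pachytene spermatocytes and 6 between condensing and round spermatids, at an adjusted p under 0.05 over all genes (16 and 6 adjusted over the list alone). *Atad2* rose from 34.2 ± 8.67 to 91.6 ± 15.7 normalized CPM (SD, n = 3), a log2 fold change of 1.45 (adjusted p = 2.1e-05 from edgeR's quasi-likelihood test), and then changed by -0.67 (adjusted p = 0.0113). *Hira* changed by -1.49 (adjusted p = 7.66e-05) from pachytene spermatocytes to round spermatids. The real split was the 1 of 10 with as many listed genes in each comparison, where 10 splits allow no smaller share. Pachytene spermatocytes and round spermatids differed in most genes (9847 of 14011). Condensing and round spermatids differed in 7009 of 14011 genes, and in 4539 of 14055 without replicate 1. Scaling by library size alone shifted the median of all genes to -0.20 and 0.11 in these comparisons. The purity of the fractions was not measured, so that a change in expression and a change in the mix of cells stay open, with the stage itself.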

How the results depend on the processing

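The group sizes stayed within 1.5 times their values under the alternatives, except group 4 with protein-coding genes only (3478 genes). With a pseudocount of 0.1 the limits were 10.39 and 6.91, of which nearly all is the shift that keeps a count of 0 at 0, and 16 genes changed group. The limits moved by more than the spread of single replicates with log2 of the mean (7.08 and 3.76) and with protein-coding genes only (7.55 and 4.41). With each replicate left out in turn they ranged from 7.06 to 7.10 and from 3.66 to 3.73. The median SD moved to 0.95 in group 3 with a pseudocount of 0.1 and to 0.188 in group 2 with protein-coding genes only. With one replicate left out it ranged from 0.0443 to 0.0997 in group 1, from 0.149 to 0.202 in group 2 and from 0.51 to 0.587 in group 3, each lowest without replicate 1. With replicates 2 and 3 averaged, chosen after seeing the data, it was 0.184 in group 2 and 0.426 in group 3. In these settings, and with one replicate left out, the SD is over 2 values. Its median is then lower at the same spread, so these values do not compare directly with those over all replicates.

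Counts of genes between *H2al2* KO and wild type depended on which libraries entered and on the processing. Leaving out one library gave 0 to 243 genes in pachytene spermatocytes (243 without wild-type replicate 3; 279 to 1677 at an unadjusted p under 0.05 in the fits that called 0), 1 to 264 in round spermatids (264 without wild-type replicate 1, where wild-type replicates 2 and 3 remain; 1 without KO replicate 2 or 3 or wild-type replicate 2 or 3) and 1 to 24 in condensing spermatids (24 without wild-type replicate 2, 9 without replicate 3, 4 without replicate 1 and 3 without KO replicate 1). In the order pachytene, round and condensing, the DESeq2 Wald test gave 2, 6 and 13 genes and no filter 1, 28 and 27. A fit on all 18 libraries gave 4 in pachytene and 1 in round spermatids. DESeq2 size factors gave 1 in round spermatids. Chosen after seeing the data, the removed GC and length trend gave 1 gene in pachytene and 2 in condensing spermatids, and replicates 2 and 3 summed gave 1 in round spermatids. The cause was not tested.

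With the replicate number as a block, 61 genes were called in round spermatids, 26 in condensing spermatids and 0 in pachytene spermatocytes (442 at an unadjusted p under 0.05). The block gave 0 genes in both interactions (450 and 1174 at an unadjusted p under 0.05), and 16 and 6 listed genes in the stage changes. For the X- and Y-linked genes, limma's camera gave 1.26e-05 with the block. The deviations of libraries with the same number were correlated beyond 0.1 for every number in 0 of 3 stages. The correlations were -0.118, -0.163 and -0.196 in pachytene spermatocytes, 0.259, 0.103 and 0.0563 in round spermatids, and 0.0681, -0.0284 and 0.0616 in condensing spermatids. The numbers are therefore not read as pairs.

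The difference of the KO effect between round spermatids and pachytene spermatocytes gave 1 gene with the DESeq2 Wald test, and 0 to 731 genes with one replicate number left out (731 without replicate 3; 647 without replicate 1 and 235 without replicate 2 at an unadjusted p under 0.05). For the X- and Y-linked genes p was 0.251 with fry and 0.260 with the estimated correlation, and camera gave 1.86e-07 to 0.0258 with one library left out. The cause was not tested.

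Of 428 values of single genes under an alternative, 380 kept their direction and side of the threshold, 11 were weaker, 19 stronger and 18 reversed. Those that reversed were not past the threshold in either setting. Of 178 other values, 130 were unchanged by these criteria. From pachytene spermatocytes to round spermatids, *Brdt* was -0.16 by library size only. With one replicate left out, *Atad2b* ranged from -0.44 to 0.050 and *Brdt* from -0.13 to 0.13. From round to condensing spermatids, library size only gave *H3f3b* 0.065, *H2afb1* 0.039 and *Ep300* 0.014, and at least 10 counts in every library gave them 0.065, 0.049 and 0.018. *Dnajc9* was -0.050 with the DESeq2 Wald test and -0.033 with DESeq2 size factors. With one replicate left out, *H3f3b* ranged from -0.11 to 0.041, *H2afb1* from -0.21 to 0.083, *Prm1* from -0.075 to 0.17, *Dnajc9* from -0.086 to 0.060, and *Vcp* was -0.019 without replicate 2. The cause was not tested.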

Differences from the paper's values

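The paper describes the groups as quartiles of the mean expression, and its legend gives group 4 no detectable expression. The genes with a mean of 0 were 22.9% of all genes, and the remaining genes up to the median, group 3, were 27.1%. With strict quartiles, an alternative set before the data were examined, group 4 held 6325 genes and group 3 held 5903.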

Other observations

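The tests of marker lists, with the Leydig minus myoid comparison, of genes near *H2afb1*, of replicates 2 and 3 and of spermatid genes were chosen only after the results were seen.

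Wild-type round spermatid replicates 2 and 3 differed by little more than counting error. The mean chi-square per gene was 1.06 over genes with 100 to 1000 summed counts, and 6.54% of all genes passed the 5% limit against 16.3% to 43.3% in the 18 other pairs. A candidate explanation is that both came from 1 RNA sample or pool. They differed in genes with over 10000 summed counts (mean chi-square 8.76), where other pairs ranged from 65.9 to 593. The paper describes the round spermatid samples as independent biological replicates. From these values a shared source and 2 very similar preparations cannot be told apart.

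Markers of Leydig cells, and in part of the stages of Sertoli cells and macrophages, were lower in *H2al2* KO fractions. Of the Leydig list, 7 of 7 tested genes fell in pachytene spermatocytes (median log2 fold change -1.19), 4 of 4 in round spermatids (-0.67) and 7 of 7 in condensing spermatids (-0.86). The genotypes overlapped in pachytene spermatocytes and not in the other stages (10% by chance). The pachytene value was -0.77 without KO replicate 3 and -1.98 without KO replicate 1. The Sertoli list changed by -0.68 and -0.44 with no overlap in pachytene spermatocytes and round spermatids (-0.18 in the latter without wild-type replicate 1), and by -0.04 with overlap in condensing spermatids, where it ranged from -0.17 without wild-type replicate 2 to 0.018 without wild-type replicate 1. The macrophage list changed by -0.59 in round spermatids with no overlap (-0.38 without KO replicate 3) and by -0.73 in condensing spermatids with overlap, with 0 genes tested in pachytene spermatocytes. Its most abundant gene in round spermatids, *C1qb*, had 6.31 CPM in KO and 5.15 in wild type. The peritubular myoid list changed by 0.10, -0.07 and -0.16 with overlap in each stage. It was 0.40 without wild-type replicate 3 and 0.37 without KO replicate 2 in pachytene spermatocytes. It was -0.38 without KO replicate 2 in round spermatids and -0.29 without wild-type replicate 2 in condensing spermatids. Its direction reversed without wild-type replicate 1 or KO replicate 3 in pachytene spermatocytes (-0.13 and -0.07), without KO replicate 3 or wild-type replicate 2 in round spermatids (0.16 and 0.11) and without wild-type replicate 3 in condensing spermatids (0.019).

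Fewer cells of other types in the KO fractions would lower these lists alike. The Leydig minus Sertoli difference between KO and wild type was -0.69 in condensing spermatids, with no overlap between genotypes, and -0.78 to -0.56 with each library left out, which argues against an equal loss of all these cells there. Part of the values go with such a loss: *Clu*, the most abundant gene of the Sertoli list, had 195 CPM in KO and 290.2 in wild type, and 5 of 5 genes of the myoid list fell. The difference was -0.34 in pachytene spermatocytes (0.092 without KO replicate 3, -0.71 without KO replicate 1) and -0.28 in round spermatids (-0.52 without wild-type replicate 1, -0.13 without wild-type replicate 3), with overlap, where the explanation may hold. The Leydig minus myoid difference was -1.29, -0.51 and -0.49 with no overlap in each stage, but -0.61 in pachytene spermatocytes without KO replicate 3 and -0.31 in round spermatids without KO replicate 2. Only 4, 4 and 5 genes of the myoid list were tested, and its most abundant, *Actg2*, had 300.4 CPM in round spermatids, a level that could hide a small share of myoid cells. In wild type, 6, 0 and 7 genes of the Leydig list, 1, 2 and 8 of the Sertoli list, 1, 1 and 3 of the myoid list and 0, 0 and 1 of the macrophage list reached 10 CPM in pachytene spermatocytes, round spermatids and condensing spermatids. What lowered the lists stays open, with the genotype among the explanations.

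The spermatogonium list changed by -0.08, 0.08 and -0.09, the spermatocyte list by 0.30, -0.12 and -0.02, the round spermatid list by 0.01, -0.08 and 0.14, and the elongating spermatid list by -0.45, -0.06 and -0.01, in pachytene spermatocytes, round spermatids and condensing spermatids. Of the elongating spermatid list 10 of 10 genes fell in pachytene spermatocytes, with overlap between genotypes, and of the round spermatid list 0 of 9 fell in condensing spermatids, with no overlap (10% by chance). With single libraries left out, the spermatogonium list in pachytene spermatocytes reached -0.36 (without KO replicate 1), the spermatocyte list there 0.51 (without wild-type replicate 3) and 0.12 (without wild-type replicate 2), and the elongating spermatid list there -0.75 (without wild-type replicate 3) and -0.23 (without wild-type replicate 1). The round spermatid list in condensing spermatids was 0.22 without wild-type replicate 2. The spermatogonium list in round spermatids ranged from -0.09 (without KO replicate 1) to 0.21 (without KO replicate 3). The elongating spermatid list ranged from -0.14 (without KO replicate 2) to 0.028 (without KO replicate 3) in round spermatids. In condensing spermatids it ranged from -0.18 (without KO replicate 3) to 0.16 (without wild-type replicate 3). The spermatocyte list there ranged from -0.10 (without KO replicate 1) to 0.057 (without KO replicate 3). In wild type 9 to 10 genes of the spermatocyte, round spermatid and elongating spermatid lists reached 10 CPM in each stage, and 1, 1 and 3 of the spermatogonium list. At most 1 gene of the red blood cell and epididymis lists was tested in any stage.

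Transcripts of spermatids varied between the wild-type pachytene libraries. Over 19 genes with at least 50 CPM in wild-type round spermatids and at least 8 times their mean in *H2al2* KO pachytene spermatocytes, replicate 1 had 2.21 times and replicate 2 had 1.96 times the CPM of replicate 3 (medians), with 100% of the genes raised in both. Replicate 1 held 20.8%, replicate 2 held 17.5% and replicate 3 held 9.62% of the round spermatid level. Spermatids in the pachytene fraction may explain this. It was noticed in these libraries first, so it is a hypothesis. Between KO and wild type in pachytene spermatocytes, the elongating spermatid list fell (-0.45), as more spermatids in wild-type replicates 1 and 2 would give, although *Tnp1*, *Tnp2*, *Prm1* and *Prm2* of that list were among the genes noticed first. The round spermatid list did not fall (0.01; -0.21 without wild-type replicate 3 and 0.15 without wild-type replicate 2). Without wild-type replicate 3, 243 genes were called in pachytene spermatocytes.

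Genes within 20 Mb of *H2afb1* on chromosome 2 had an unadjusted p under 0.05 in 12.4% of 259 cases in round spermatids, against 5.74% of other genes. Genes carried along with the targeted allele might give such a share. Of the 10 splits of the 6 libraries, 1 gave as high a share, the real one. However, 26 of 375 windows of 40 Mb had a share as high, and the highest, 21.2%, was on chromosome 14. The shares were 7.66% against 6.63% in pachytene spermatocytes and 9.03% against 6.27% in condensing spermatids. The explanation and an uneven spread of low p-values along the genome cannot be told apart with these windows. They started every 5 Mb, so that neighbours shared genes, and windows around *H2afb1* were kept. The 26 windows are therefore not separate regions and give no background rate.

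The interaction called 0 genes between condensing and round spermatids (407 at an unadjusted p under 0.05) and 0 between round spermatids and pachytene spermatocytes (1050). Of 40 drawn splits, 22 and 12 gave as many genes at an unadjusted p under 0.05, as chance gives. Without replicate 3, the second comparison called 731 genes.

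In spermatozoa, with 1 KO library, no test was made. *Rn45s* took 15.9% of counts in the KO library and 5.14% and 6.08% in the wild-type libraries. *H2afb1* had 14.6 CPM in KO and 57.4 and 46.9 in wild type.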
